# RNAi-mediated silencing of the HD-Zip gene *HD20* in *Nicotiana attenuata* affects benzyl acetone emission from corollas via ABA levels and the expression of metabolic genes

**DOI:** 10.1186/1471-2229-12-60

**Published:** 2012-05-01

**Authors:** Brenda Raud, Raquel L Chan, Ian T Baldwin, Gustavo Bonaventure

## Abstract

**Background:**

The *N. attenuata HD20* gene belongs to the homeodomain-leucine zipper (HD-Zip) type I family of transcription factors and it has been previously associated with the regulation of ABA accumulation in leaves and the emission of benzyl acetone (BA; 4-phenyl-2-butanone) from night flowers. In this study, *N. attenuata* plants stably reduced in the expression of *HD20* (ir-*hd20*) were generated to investigate the mechanisms controlling the emission of BA from night flowers.

**Results:**

The expression of *HD20* in corollas of ir-*hd20* plants was reduced by 85 to 90% compared to wild-type plants (WT) without affecting flower morphology and development. Total BA emitted from flowers of ir-*hd20* plants was reduced on average by 60%. This reduction occurred mainly at the late phase of BA emission and it was correlated with 2-fold higher levels of ABA in the corollas of ir-*hd20* plants. When a 2-fold decline in ABA corolla levels of these plants was induced by salt stress, BA emissions recovered to WT levels. Supplying ABA to WT flowers either through the cuticle or by pedicle feeding reduced the total BA emissions by 25 to 50%; this reduction occurred primarily at the late phase of emission (similar to the reduction observed in corollas of ir-*hd20* plants). Gene expression profiling of corollas collected at 12 pm (six hours before the start of BA emission) revealed that 274 genes changed expression levels significantly in ir-*hd20* plants compared to WT. Among these genes, more than 35% were associated with metabolism and the most prominent group was associated with the metabolism of aromatic compounds and phenylpropanoid derivatives.

**Conclusions:**

The results indicated that regulation of ABA levels in corollas is associated with the late phase of BA emission in *N. attenuata* plants and that HD20 affects this latter process by mediating changes in both ABA levels and metabolic gene expression.

## Background

Many plant species emit floral scents as long-distance attraction cues for pollinators, in particular moths, that search and visit flowers at night. The attraction of moths and other animal pollinators have important implications for plant reproductive success; floral scents are important in determining seed or fruit set in non-selfing plants and the frequency of outcross in selfing plants [1-4]. Thus, the biosynthesis and release of floral scents have important ecological and agricultural implications and the molecular mechanisms underlying the regulation of floral scent production are now beginning to be unraveled [5,6].

Floral scents are usually complex mixtures of small volatile molecules and the most prevalent compounds in these mixtures are monoterpenoids, sesquiterpenoids, phenylpropanoids, benzenoid compounds and fatty acid derivatives [1]. Volatile compounds can be either emitted from several parts of the flower or from a specific floral part [7]. The expression of genes encoding floral scent biosynthetic enzymes is temporally and spatially regulated during flower development [1,8]. In most cases studied so far, the expression of these genes correlates with the emission of the corresponding volatile compound indicating that these volatiles are *de novo* synthesized. Thus, scent production and emission are commonly regulated at the transcriptional level. Similar observations have been made in regard to the induction of genes involved in floral pigment production [9].

*Nicotiana attenuata*, a night-flowering tobacco that germinates after fires in the Southwestern United States, normally produces flowers that open at night and release benzyl acetone (BA; 4-phenyl-2-butanone) to attract night-active hawk moth pollinators (*Manduca quinquemaculata* and *M. sexta*)[10]. *N. attenuata* is a fully self-compatible species however it produces more than 30% of its seed from opportunistic out-crossing performed by pollinators [2,11]. BA is the main constituent of the *N. attenuata* floral bouquet [10] and it begins to be emitted from the corolla limb in the evening [10,12]. The emission of BA is synchronized with the development of the flower and it starts as the corolla limb opens [12]. At present, the mechanisms that control the biosynthesis and release of BA from corollas are largely unknown. The BA biosynthesis pathway remains elusive, however, the chemical backbone may derived from the shikimate pathway [1] as *N. attenuata* plants with reduced expression of *CHALCONE SYNTHASE 1* (*CHAL1*) are deficient in BA emission [2].

The homeodomain-leucine zipper (HD-Zip) family of transcription factors (TFs) is a plant-specific family of TFs in which the HD and Zip domains are combined in a single polypeptide [13]. The HD is responsible for the specific binding to DNA and the Zip domain acts as a dimerization motif; dimerization is a prerequisite for binding to the phylogenetically conserved target sequence CAAT (A/T) ATTG [14,15]. The HD-Zip family can be divided into four subfamilies (I to IV) according to the sequence similarity of the HD and Zip domains and to additional structural features outside these domains. The function of HD-Zips type-I has been associated to the regulation of development in response to changes in the environment [13,16-26].

The *N. attenuata HD20* gene was originally identified as an HD-Zip type-I whose expression is induced by multiple stress-associated stimuli including drought and wounding [27]. In a previous study, we reduced the expression of *HD20* by virus induced gene silencing (VIGS) and we demonstrated that *HD20* plays not only a positive role in ABA accumulation in leaves during water stress but also in the emission of benzyl acetone (BA) from night flowers [27]. However, the *HD20*-dependent mechanisms underlying the reduction in BA emission were not studied. Here we investigated these mechanisms by generating transgenic *N. attenuata* plants stably reduced in the expression of *HD20.* These plants were characterized by using a combination of volatile, phytohormone and gene expression profiling approaches to investigate in more detail the process of BA emission.

## Results

### *HD20* mRNA expression in corolla during development

To investigate in detail the regulation of *HD20* mRNA expression during flower and corolla development in WT plants, the levels of this transcript were first quantified at progressive stages of flower development. *HD20* mRNA was detected in all flower stages and the levels increased as the flower entered the opened corolla stage (opened corolla flower (OCF); Figure 1a). The expression of *HD20* was then quantified during the opening of the corolla, which is a continuous process that starts in the afternoon (between 12 pm and 4 pm) and completes at 8 to 9 pm (see below). *HD20* mRNA levels were quantified at 12 pm, 4 pm, 8 pm and 12 am. The transcript levels increased steadily during the afternoon to peak at 8 pm and to decline at 12 am (Figure 1b).

**Figure 1:**
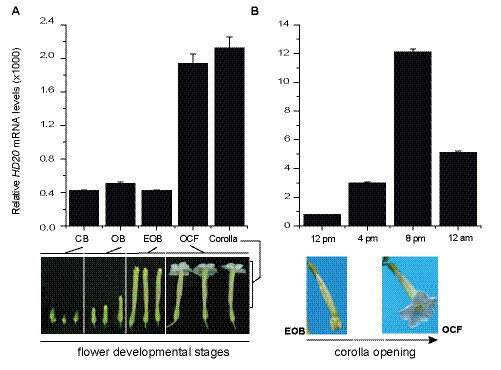
**Analysis of*HD20*transcript levels during flower development.** Total RNA was extracted from both, flowers at different developmental stages and corollas of WT *N. attenuata* plants. Total RNA was reversed transcribed and the *HD20* mRNA levels were quantified by qPCR. Levels are expressed as relative units to the levels of the reference *EF1A* mRNA as calculated by the ΔCT method (*n* = 3, bars denote ± SE). **(A)***HD20* transcript levels were quantified in closed buds (CB), opened buds (OB), elongating opened buds (EOB), opened corolla flowers (OCF), and isolated corollas. Samples were harvested at 5 pm. **(B)***HD20* transcript levels were quantified in isolated corollas at different times during corolla opening.

### Transformation of N. attenuata plants to reduce HD20 expression

To investigate the mechanisms mediated by *HD20* and controlling the emission of BA from flowers, stably transformed *N. attenuata* plants with reduced levels of *HD20* expression were generated by inverted-repeat (IR) gene silencing. These lines were named ir-*hd20* and two homozygous independently transformed lines (ir-*hd20*-1 and ir-*hd20*-2) carrying a single T-DNA insertion (Additional file 1) were selected and used for all the experiments in this study (Figure 2a; see Materials and Methods for a detailed description about the generation of these plants). The efficiency of gene silencing in the flowers and corolla of these lines was evaluated by the quantification of *HD20* transcript levels at different developmental stages. The levels of this transcript were reduced on average between 85 and 95% (depending on the flower stage and compared to WT plants) with the exception of ir-*hd20*-1 that showed WT levels of *HD20* expression in the closed-bud stage (CB; Figure 2b; univariate ANOVA, *F*_*14,44*_ = 26.64 *P* < 0.001 followed by a LSD *post-hoc* test *P* < 0.01). In corollas, the reduction in *HD20* mRNA levels was 87% in ir-*hd20*-1 and 97% in ir-*hd20*-2 lines (Figure 2b). The morphology and growth of ir-*hd20* plants were indistinguishable from those of WT (Figure 2a and Additional file 2). Flower morphology, flowering time and time of corolla opening were also similar between ir-*hd20* and WT plants (Figures 2c,d and Additional file 2). Consistent with *N. attenuata* plants silenced in *HD20* expression by VIGS [27], bolting time was delayed in ir-*hd20* plants compared to WT (Additional file 2).

**Figure 2:**
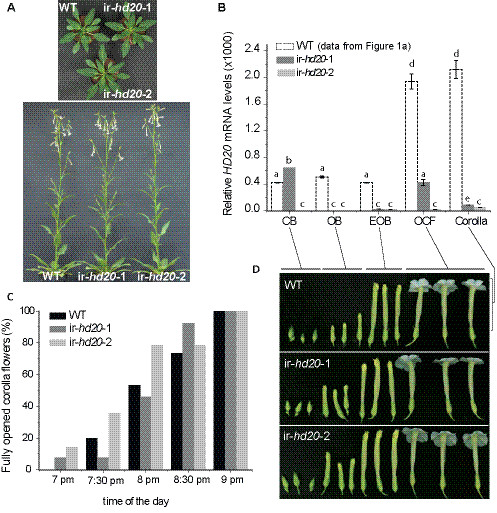
**Morphology and development of ir-*hd20 N. attenuata*plants. (A)** Morphology of ir-*hd20* and WT plants in early rosette and elongated stages. **(B)** Analysis of *HD20* mRNA expression in flowers of ir-*hd20* and WT plants at different developmental stages. The data for WT plants is identical as for Figure 1a and was included only for comparison. Samples were harvested at 5 pm. *HD20* transcript levels were quantified as detailed in legend of Figure 1. Different letters denote significant differences; univariate ANOVA, *F*_*14,44*_ = 26.64 *P* < 0.001 followed by a LSD *post-hoc* test *P* < 0.01 (different letters denote significant differences). **(C)** Kinetic of flower opening in ir-*hd20* and WT plants (*n* = 10). **(D)** Morphology of flowers from ir-*hd20* and WT plants at different developmental stages (CB: closed bud; OB: opened bud; EOB: elongating opened bud; OCF: opened corolla flower).

### *HD20* positively regulates benzyl acetone emission from corollas

Consistent with our previous observations [27], the emission of BA from corollas of ir-*hd20* plants was reduced by 60% to 70% compared to corollas of WT plants (Figure 3a; univariate ANOVA, *F*_*2,37*_ = 5.65 *P* < 0.01 followed by a LSD *post-hoc* test *P* < 0.01 for both lines versus WT). In this case, the emitted BA was trapped from individual flowers from 3 pm to 9 am (18 h trapping period). BA was the only volatile detected by GC-MS (gas chromatography–mass spectrometry) from flower headspace samples that showed differential accumulation in ir-*hd20* samples compared to WT. A second trapping period was also carried out during the second day after the corolla opening (from 3 pm to 9 am; 18 h trapping period). In this case, the levels of emitted BA were similar between WT and ir-*hd20* plants and were less than 5% of the BA levels emitted during the first night (Figure 3a). The analysis of BA levels retained in the corolla after the first night showed that these levels were 1,000 times lower than the amounts of emitted BA (Figure 3a). Analysis of BA emission in real time with a zNOSE^TM^ (Figure 3b; univariate ANOVA, 10 pm: *F*_*2,12*_ = 4.18 *P* < 0.05, 12 am: *F*_*2,12*_ = 4.20 *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT) showed that the amount of BA released by corollas of ir-*hd20* plants was significantly reduced compared to those of WT plants only after 8 pm.

**Figure 3:**
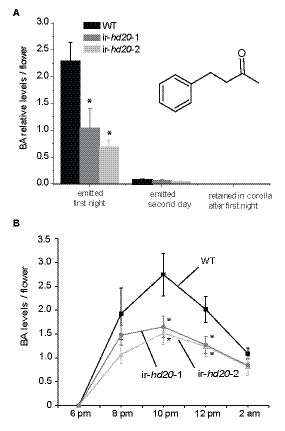
**Analysis of BA produced in corollas of*ir-hd20*and WT plants**. **(A)** The BA emitted from individual night flowers was trapped from 3 pm to 9 am and analyzed by GC-MS. The BA levels are expressed as the normalized peak areas to tetralin (internal standard; IS). Emitted BA was analyzed from both flowers that just opened their corollas (emitted first night) and from the same flowers but the day after (emitted second day). BA was also extracted from corolla tissue after the first night (retained in corollas after the first night). Asterisks denote significant differences; univariate ANOVA, *F*_*2,37*_ = 5.65 *P* < 0.01 followed by a LSD *post-hoc* test *P* < 0.01 for both lines versus WT; *n > 10*; bars denote ± SE. **(B)** Kinetic of BA emission from flowers at different times during corolla opening. Emitted BA was analyzed in real time with a zNOSE^TM^. Asteriks denote significant differences; univariate ANOVA, 10 pm: *F*_*2,12*_ = 4.18 *P* < 0.05, 12 am: *F*_*2,12*_ = 4.20 *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT; *n > 10*; bars denote ± SE).

### Changes in ABA levels correlate with changes in BA emission during corolla opening

To begin to investigate the mechanisms underlying the reduced emission of BA from corollas of ir-*hd20* plants, we first profiled the accumulation of phytohormones in this tissue during the period of corolla opening. The levels of jasmonic acid (JA) and salicylic acid (SA) transiently increased during corolla opening to reach maximum levels at 8 pm and to decrease afterwards (Additional file 3). The levels of JA-Ile in corollas were on average 4 to 10 fold higher than the levels of JA (depending on the time) and they fluctuated on average between 0.5 and 1 μg gFW^-1^ (Additional file 3). The levels of JA, JA-Ile and SA were however not significantly different between WT and ir-*hd20* plants. In contrast, the levels of ABA differed between these two genotypes. In corollas of WT plants, the level of ABA started to increase at 12 pm and reached 20 μg gFW^-1^ at 4 pm (Figure 4a). The levels remained approximately constant until 8 pm and then started to decrease to reach 10 μg gFW^-1^ at 12 am (Figure 4a). This oscillation in ABA levels was not observed in corollas of ir-*hd20* plants, where ABA levels remained approximately constant at 20 to 24 μg gFW^-1^ during the time of corolla opening (Figure 4a; univariate ANOVA, 12 pm: *F*_*2,11*_ = 8.25 *P* < 0.01 followed by a LSD *post-hoc* test *P* < 0.01; 12 am: *F*_*2,11*_ = 5.39 *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT). Finally, the levels of ethylene emitted by the corolla were also quantified between 4 to 8:30 pm and 6 to 10:30 pm and they were similar between WT and ir-*hd20* plants (Additional file 3).

**Figure 4:**
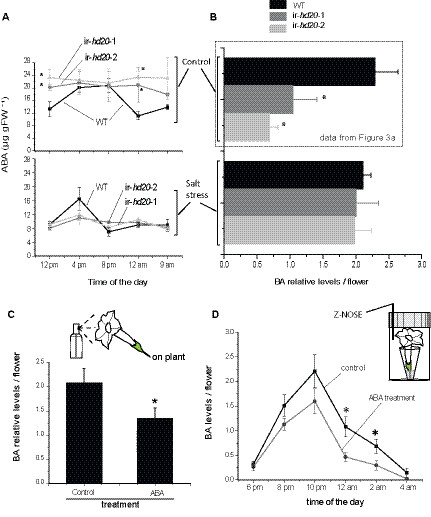
**Analysis of ABA levels in corolla and their effect on BA emission. (A)** ABA levels were quantified by LC-MS/MS in isolated corollas from flowers of WT and ir-*hd20* plants grown either under control or salt stress conditions. **(B)** BA was trapped from individual flowers from 3 pm to 9 am during the first night of corolla opening. WT and ir-*hd20* plants were grown either under control or salt stress conditions (BA levels in control conditions correspond to the data showed in Figure 3a and were included here for comparison). **(C)** Flowers from WT plants were sprayed either with 1 mL of solvent or with 1 mL a solution containing ABA (1 μg mL^-1^) at 8 pm. BA was trapped from individual flowers from 10 pm to 9 am and analyzed by GC-MS. BA levels are expressed as detailed in legend of Figure 3. **(D)** Flowers from WT plants were clipped off at the base of the pedicle and placed inside a microcentrifuge tube containing either 100 μL of water or 100 μL ABA (1 μg mL^-1^). Emitted BA was analyzed in real time with a zNOSE^TM^. Asterisks correspond to *P* < 0.05 (Student’s *t*-test; ir-*hd20 vs.* WT levels; *n* = 6; bars denote ± SE).

To investigate whether the changes in ABA levels quantified in corollas of ir-*hd20* plants were specific to this tissue and not the effect of altered ABA accumulation in the whole flower during development, phytohormone levels were quantified in whole flowers (corollas plus pistils, stamens, ovaries and nectaries) at progressive developmental stages. The results showed that accumulation of ABA in whole flowers was similar between WT and ir-*hd20* plants (Additional file 4) and hence the changes in ABA accumulation in corollas of ir**-***hd20* plants do not result from a general alteration of whole flower ABA levels.

To further investigate this association, *N. attenuata* WT and ir-*hd20* plants were grown under salt stress, a condition that maintained ABA in corollas at levels lower than 20 μg gFW^-1^ and almost completely abrogated the developmental fluctuation of this phytohormone in corollas of WT plants (Figure 4a). The salt stress did not affect BA emission from corollas of WT plants (compared to control growth conditions; Figure 4b). However, salt stress conditions recovered BA emission in ir-*hd20* plants and the levels of emitted BA were similar to those in WT plants (Figure 4b). From these results, we hypothesized that high levels of ABA in corollas (*i.e.* 20 μg gFW^-1^ or more) have a negative effect on BA emission and that the developmentally controlled 2-fold reduction in ABA levels in corollas of WT plants contributes to the emission of this volatile. To test this hypothesis, exogenous ABA was supplied to flowers of WT plants and the level of BA emitted from the corollas was quantified. Two different approaches were used: (1) flowers attached to the plant were sprayed with 1 mL of a solution containing 1 μg mL^-1^ ABA at 8 pm, and (2) clipped flowers were placed in scintillation vials and continuously fed through the pedicle with 100 μL of a solution containing 1 μg mL^-1^ ABA. The levels of ABA used in these experiments were in the range of endogenous ABA levels quantified in corollas (for spraying, we estimated a 90% loss of solution by measuring the run off). In the first approach, the emitted BA was trapped from 3 pm to 9 am (18 h) and analyzed by GC-MS (Figure 4c). In the second approach, the emitted BA was analyzed every two hours starting at 6 pm with a zNOSE^TM^ (Figure 4d). Corollas from WT plants sprayed with ABA emitted 30% less BA than control-treated flowers during the night (Figure 4c). Consistently, continuously pedicle-fed flowers emitted 25 to 50% lower levels of BA at 12 am and 2 am compared to control-treated flowers (Figure 4d).

In summary, these experiments indicated that ABA levels in corollas contributed either directly or indirectly to the release of BA. The negative effect of ABA on BA emission was however only significant after 10 pm, suggesting that the developmentally controlled reduction in ABA levels in corollas of WT plants contributes to the late phase of BA release. This conclusion is consistent with the reduction in ABA levels after 8 pm in corollas of WT plants (Figure 4a).

### Reduced levels of *HD20* in corollas have strong effects on gene expression

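Gene expression was measured with 6 single-colour arrays, 3 hybridized with cRNA from WT corollas and 3 with cRNA from corollas of ir-*hd20* plants, in which an inverted-repeat construct silences *HD20*. Each sample was made of 3 pooled corollas harvested at 12 pm. The array carries 43533 probes besides its control spots, each a 60-mer designed on a *N. attenuata* transcript and named by an identifier of the form Na_40562. The authors extracted the spot intensities with Feature Extraction 9.5, which subtracts the background, removes spatial trends within an array and gives dim spots a small positive value in place of the measured one. These intensities were not scaled between arrays. Starting from them, log2 values were taken and each array's 75th percentile over the non-control probes was subtracted. The 10 spots of each of 30 repeated probes were averaged, and spots that the extraction software marked as outliers were left out, which affected 25 probes. A signal well above background was found for 76.5, 73.9 and 75.0% of the probes on the 3 WT arrays and for 70.4, 75.2 and 73.9% on the 3 ir-*hd20* arrays. The signal was well above background on all 6 arrays for 29558 probes (67.9%) and on no array for 7832 (18.0%). The 75th percentile of the unscaled signal ranged from 494 to 1169, being 1140 and 1169 on the WT and the ir-*hd20* array scanned on the first of 2 scan days and between 494 and 591 on the other 4. The genotypes were compared with limma (log2 fold change of ir-*hd20* against WT, moderated with a trend of variance on signal), and p-values were adjusted over all probes by the Benjamini-Hochberg method. The fold limits of the methods were applied to the ratio of the mean scaled signals. The number of arrays limits the precision, since an exact test of 3 against 3 cannot give a two-sided p under 0.1. Where a probe was not well above background on any array of a genotype, the change is given as a bound, "at least N-fold". For this bound the mean of the brighter genotype was set against the mean, over the arrays of the dimmer one, of the lowest signal among probes well above background or the probe's own signal if that was higher. No fold is given for probes not well above background on any array of either genotype or where the bound was under 1.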

To study the effect of *HD20* on the expression of genes in opening corollas, a *N. attenuata* Agilent custom-array containing 43,533 probes was used [28,29]. 

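The signal of *HD20* itself (Na_40562) was read first as a check of the sample labels, and it was well above background on all 6 arrays. Its probe has the sequence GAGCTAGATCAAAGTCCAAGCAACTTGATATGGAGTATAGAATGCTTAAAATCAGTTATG. Relative to the 75th percentile of the array, its log2 signal was −1.74, −1.53 and −1.89 on the WT arrays and −2.87, −2.81 and −2.03 on the ir-*hd20* arrays. The means were −1.72 ± 0.18 (SD, n = 3) and −2.57 ± 0.47 (SD, n = 3), respectively. The ratio of the mean signals was 0.573. The log2 fold change was −0.85 (standard error 0.25, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and it lay between −1.12 and −0.70 with each array left out in turn. Every ir-*hd20* array was below every WT array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The alternative that moved the value of Na_40562 most was a normexp background correction followed by quantile normalization, with a log2 fold change of −0.57. The place of the probe relative to the silenced fragment was not tested. The growth conditions given with the sample labels name another silenced line, ir-*lecRK1*, so this signal is the check at hand of the genotype.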

RNA was isolated from corollas of WT and ir-*hd20* plants at 12 pm (6 h before the start of BA emission) and used for microarray hybridization (see Materials and Methods for a detailed description of the method and data analysis). 

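After adjustment over the 43533 probes, limma gave 0 probes with an adjusted p under 0.05, and the smallest adjusted p was 0.145. At an unadjusted p under 0.05 there were 1688 probes (3.88%), where 5% or 2177 probes would pass by chance, and there were 2854 without WT replicate 3, 3094 without ir-*hd20* replicate 3, 5459 with array weights and 676 with no scaling between arrays. An implementation of SAM on the same values called 3 probes at a q-value under 0.05 when the samples were taken as unpaired and 1 when they were paired by replicate number, all of them lower in ir-*hd20*. The methods' t-test, which they name for the study in general and not for the arrays, gave 0 when adjusted in the same way. Of the alternatives that used all 6 arrays, a normexp background correction followed by the 75th percentile scaling moved this count most, to 55 probes (27 lower and 28 higher). The groups did not overlap for 3505 probes (8.05%), where chance gives 10%. An unadjusted p under 0.05 together with a ratio of at most 0.6 or at least 1.9 was found for 658 probes, 537 lower and 121 higher in ir-*hd20*, and for 1018 lower and 258 higher without WT replicate 3. The share of lower ones was thus 81.6% (95% Wilson interval 78.5 to 84.4%, which covers counting error only). This split depended on the scaling. It was 280 lower and 210 higher (57.1% lower) after quantile normalization, 271 and 344 (44.1%) with no scaling between arrays, 32 and 220 (12.7%) after the normexp correction with 75th percentile scaling and 22 and 17 (56.4%) after normexp with quantile normalization. The normexp correction adds an offset of 50 to each signal, which pulls the log ratios of dim probes towards 0. Of the 658 probes, 133 (20.2%) were well above background on all 6 arrays and 193 (29.3%) on no array.

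**Figure D1:**
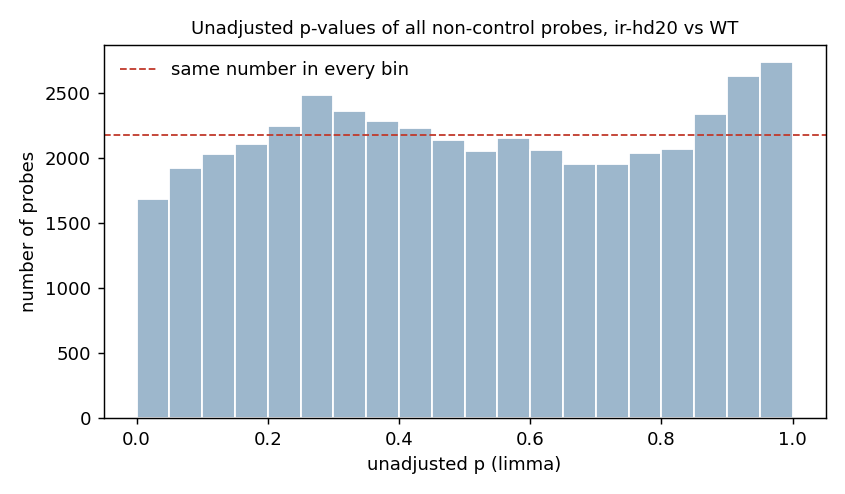
Number of non-control probes (vertical axis) by unadjusted p of limma's comparison of ir-*hd20* with WT (horizontal axis, in steps of 0.05). The dashed line is the number per step if all p-values were equally frequent; the lowest step holds 1688 probes, below that line, and the highest 2738.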

The results of the analysis showed that 215 genes were down- and 59 up-regulated (ir-*hd20 vs.* WT; 0.6 > FC (fold change) >1.9) significantly (q-value < 0.048; FDR 5.2%) in corollas of ir-*hd20* plants compared to WT (Additional file 5 and Figure 5a).

**Figure 5:**
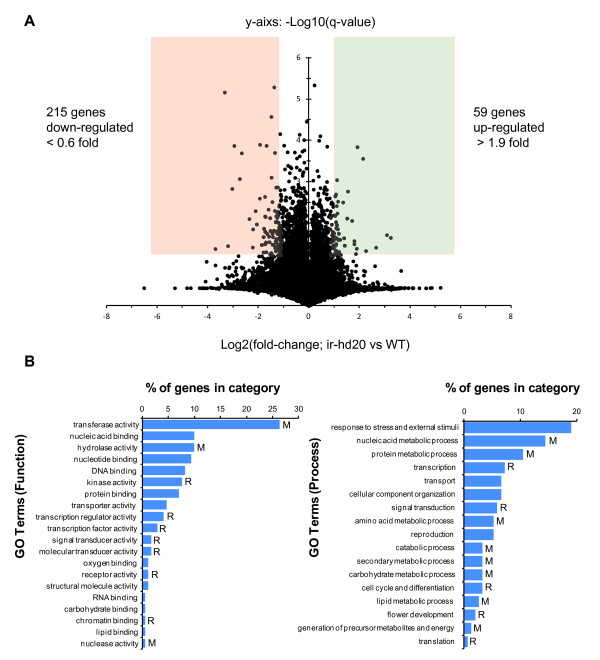
**Microarray analysis of gene expression in corollas of ir-*hd20*and WT plants.** Corollas from ir-*hd20* and WT flowers were collected at 12 pm and total RNA was extracted for analysis of gene expression using an Agilent Chip containing 43,533 *N. attenuata* probes. **(A)** Volcano plot showing the significant changes in gene expression in corollas of ir-*hd20* plants versus WT. **(B)** Gene Ontology (GO) analysis of the genes changing expression in corollas of ir-*hd20* plants. M: metabolism; R: regulatory activity.

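The 274 genes of Additional file 5 were looked up among all probes. All 274 changed in the listed direction, 215 lower and 59 higher in ir-*hd20*, and the ratio of 256 lay past the fold limits. In limma, 218 of them had an unadjusted p under 0.05 (165 lower and 53 higher) and 0 an adjusted p under 0.05 over all probes, while the unpaired SAM called 3. The 218 became 162 after quantile normalization, 59 with no scaling between arrays, and 44 and 117 after the normexp correction with 75th percentile scaling and with quantile normalization. Adjusted over the list alone, 201 passed, which is not independent evidence because the study chose the list on these samples. Of the 658 probes past the unadjusted p and fold limits, 211 were in the list and 447 were not, and under these 4 alternatives 143, 58, 26 and 24 listed genes were past the limits, respectively. The normexp correction with 75th percentile scaling gave an adjusted p under 0.05 for 25 of the 274 genes. Signals of many of these genes were near background. Of the 215 lower genes, 42 were well above background on all 6 arrays, 76 on no array and 133 on no ir-*hd20* array. Of the 59 higher genes, 28 were well above background on all 6 arrays, 11 on no array and 24 on no WT array.

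**Figure D2:**
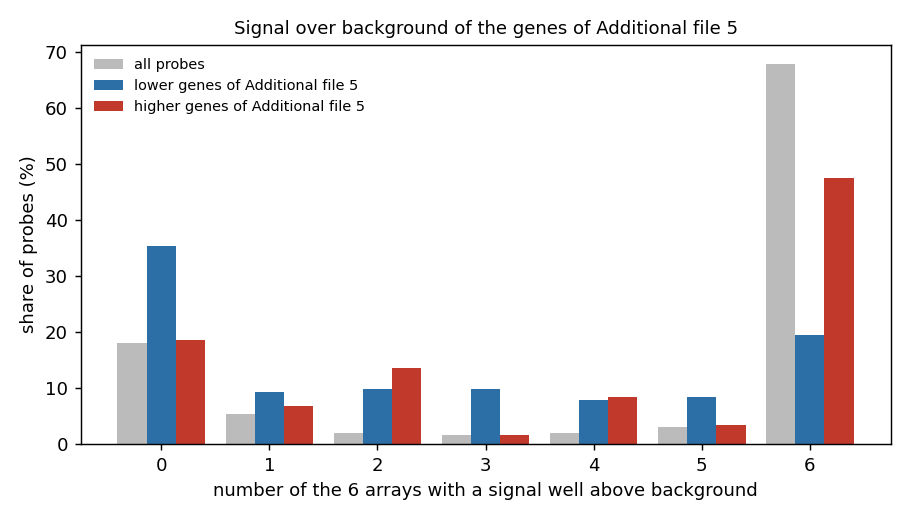
Share of probes (percent, vertical axis) by the number of arrays, from 0 to 6, on which the signal was well above background (horizontal axis), for all probes (grey), the 215 lower genes (blue) and the 59 higher genes (red) of Additional file 5. Among all probes 67.9% lie at 6 arrays, among the lower genes 19.5% and among the higher genes 47.5%.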

The genes affected in their expression were first categorized based on gene ontology (GO; process and function). 

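The GO terms that Additional file 5 lists for its genes were searched for words, since the assignment of terms to the bars of Figure 5b is not part of that list. Of the 274 genes, 168 had a GO term and 107 a process term. A process term with the words metabolic, biosynthetic or catabolic was found for 53 of the 107 genes with a process term. They were 31.5% of the 168 genes with any GO term, and 37 were lower and 16 higher in ir-*hd20*. Among these 53, 15 were well above background on all 6 arrays and 12 on no array. In limma, 41 of the 53 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. An enzyme code was listed for 35 genes, 22 lower and 13 higher.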

Based on these two categories, between 44 and 37% of the annotated genes were involved in metabolic processes, respectively (Figure 5b, bars labeled with “M”). Analysis of GO categories (EC; Additional file 5), revealed that the most prevalent changes in gene expression occurred in enzymes involved in metabolic processes associated to aromatic compounds (Table 1). 

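Of the aromatic compound genes, 4 were higher in ir-*hd20* corollas and well above background on all 6 arrays. A putative tyrosine/dopa decarboxylase (Na_32067) had a log2 fold change of 1.06 (standard error 0.20, adjusted p = 0.884 from limma). Dihydroflavonol 4-reductase (*DFR*, Na_06408) had a log2 fold change of 1.09 (standard error 0.15, adjusted p = 0.468), from 0.92 ± 0.29 in WT to 2.02 ± 0.12 in ir-*hd20* (log2 signal relative to the 75th percentile, SD, n = 3). A leucocyanidin oxygenase (anthocyanidin synthase, Na_12114) had a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.468). For chalcone synthase (*CHAL1*, Na_02855) it was 1.16 (standard error 0.32, adjusted p = 1.00), and the WT arrays spread more, with 1.20 ± 0.64 against 2.35 ± 0.36 (SD, n = 3). For each of these 4 genes the lowest ir-*hd20* array was above the highest WT array, by 0.05 for *CHAL1* and by at least 0.59 for the other 3 on the log2 scale. The adjusted call changed under 1 alternative, the normexp correction with 75th percentile scaling, where the adjusted p was 0.0137 for Na_32067, 8.30e-05 for *DFR*, 8.95e-05 for Na_12114 and 0.00367 for *CHAL1*. Over all alternatives the adjusted p of each gene ranged from that value up to 1.00. Other probes named after chalcone synthases, well above background on all 6 arrays, were not higher in ir-*hd20*. Their log2 fold changes were −0.06 (Na_13299), −0.08 (Na_00163), −0.10 (Na_02683), −0.31 (Na_24481) and −0.65 (Na_36249). The value of Na_02855 thus does not stand for chalcone synthases as a whole.

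**Figure D3:**
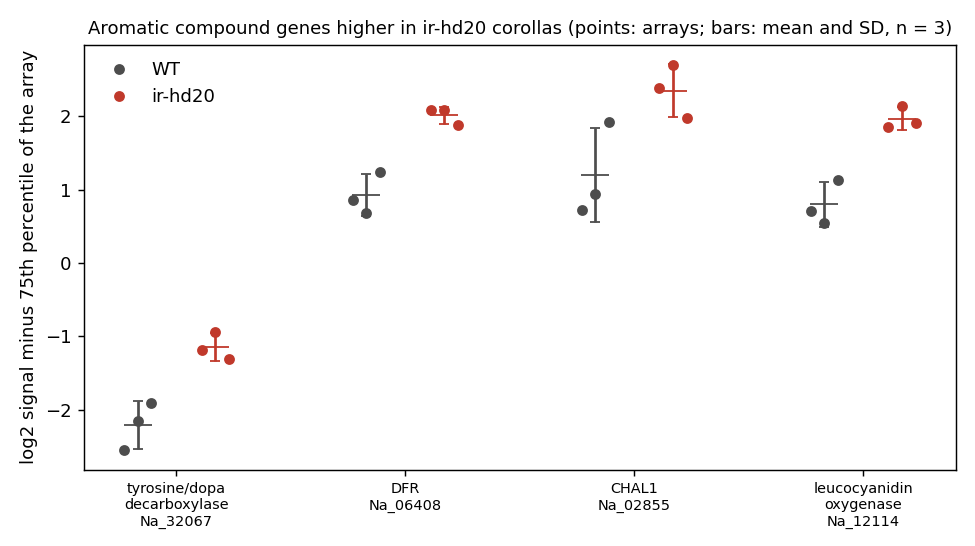
Log2 signal relative to the 75th percentile of the array (vertical axis) of the 4 genes (horizontal axis) on each WT array (grey) and each ir-*hd20* array (red), with the mean and SD of each group (n = 3). The red points lie above the grey points of the same gene, with the smallest gap, 0.05, for *CHAL1*. Levels of different probes are not comparable.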

More specifically, genes involved in the metabolism of the aromatic amino acids tyrosine, tryptophan and phenylalanine (derivatives of the shikimate pathway) and the biosynthesis of phenylpropanoid derivatives were differentially expressed in corollas of ir-*hd20* plants compared to WT (Table 1). A putative *L*-amino-acid oxidase (EC:1.4.3.2) involved in the metabolism of tyrosine, tryptophan and phenylalanine and an unspecific monooxygenase (EC:1.14.14.1) involved in the metabolism of tryptophan were down-regulated in corollas of ir-*hd20* plants while the transcript levels of the rest of the genes involved in aromatic compound metabolism were up-regulated (Table 1). 

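The probe that Table 1 lists as an L-amino-acid oxidase (Na_16251) is described in Additional file 5 as "lysine-specific histone". Its place in aromatic amino acid metabolism thus rests on the enzyme code given in Table 1. The probe was well above background on all 3 WT arrays and on 1 ir-*hd20* array. Its log2 fold change was −0.75 (standard error 0.31, adjusted p = 1.00 from limma), and the groups did not overlap. The probe of the monooxygenase (Na_14909) is described in Additional file 5 as a cytochrome P450 monooxygenase 97a29. It was well above background on 2 arrays of each genotype, and its groups overlapped. Its log2 signal was −5.64 ± 0.96 in WT and −6.51 ± 1.29 in ir-*hd20* (SD, n = 3), a difference within the spread between replicates (two-sided exact permutation test, p = 0.5). The log2 fold change of Na_14909 was −0.87 and came to −0.12 with 1 ir-*hd20* array left out.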

The second largest group of metabolic genes affected in their expression in corollas of ir-*hd20* plants was associated with carbohydrate metabolism (Table 1). In this case, several genes involved in sugar metabolism were down-regulated while two genes involved in cell wall biosynthesis were up-regulated. 

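Of the lower carbohydrate genes, starch synthase IV (Na_41693) was well above background on all WT arrays and on no ir-*hd20* array, and it was at least 1.61-fold lower in ir-*hd20*. A trehalose-6-phosphate synthase (Na_27299) was well above background on 3 WT arrays and 1 ir-*hd20* array and had a log2 fold change of −0.95 (standard error 0.39, adjusted p = 1.00 from limma). The signal of a fructokinase-like gene (Na_26865) was not well above background on any array, so no fold is given. Of the cell wall genes, a cellulose synthase-like gene (Na_10287) was well above background on no WT array and on 2 ir-*hd20* arrays and was at least 1.32-fold higher. A glycosyltransferase of the GT2 family (Na_28221) was well above background on 1 WT array and 3 ir-*hd20* arrays, with a log2 fold change of 1.14 (standard error 0.45) and a gap of 0.04 on the log2 scale between the groups.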

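In the lipid pathways, phosphoethanolamine N-methyltransferase (Na_18104) was well above background on all 6 arrays. Its log2 signal was −0.85 ± 0.97 in WT and 0.30 ± 0.25 in ir-*hd20* (SD, n = 3), and the groups overlapped (two-sided exact permutation test, p = 0.2). The log2 fold change was 1.15 (adjusted p = 1.00 from limma). It passed adjustment under 1 alternative, a fit on only the 4 arrays of the 2 slides that held both genotypes. That fit had the slide as a block and gave an adjusted p of 0.0199, against a range up to 1.00 over the alternatives. On the 2 arrays that it left out, Na_18104 was not higher in ir-*hd20*, with log2 signals of 0.27 in WT and 0.05 in ir-*hd20*. A glycerophosphoryl diester phosphodiesterase (Na_34149) was well above background on no WT array and on 2 ir-*hd20* arrays and was at least 1.41-fold higher, with groups that overlapped (two-sided exact permutation test, p = 0.2). An acyl activating enzyme (Na_20395) was not well above background on any array, and the sign of its log2 difference changed from 0.95 to −0.026 under the normexp correction with 75th percentile scaling. The offset of that correction shrinks the log ratios of dim probes, so this change of sign is no test of a difference.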

Core genes of the fatty acid and lipid biosynthesis pathways were also affected, and in this case they were up-regulated in corollas of ir-*hd20* plants (Table 1). Together, the changes in the expression of genes involved in aromatic compound metabolism and in sugar and lipid metabolism suggested that HD20 participates either directly or indirectly in the control of primary and secondary metabolism in corollas of *N. attenuata.*

**Table 1:** List of selected genes involved in biochemical pathways

**Metabolic pathway**	**Gene function**	**Gene ID**	FC*	**q-value**
**Aromatic compounds**				
Tryptophan metabolism	EC:1.14.14.1 - unspecific monooxygenase	Na_14909	0.6	0.0241
	EC:1.4.3.2 - L-amino-acid oxidase	Na_16251	0.6	0.0447
	EC:4.1.1.28 - aromatic-L-amino-acid decarboxylase	Na_32067	2.1	0.0080
Tyrosine metabolism	EC:1.4.3.2 - L-amino-acid oxidase	Na_16251	0.6	0.0447
	EC:4.1.1.28 - aromatic-L-amino-acid decarboxylase	Na_32067	2.1	0.0080
	EC:4.1.1.25 - tyrosine decarboxylase	Na_32067	2.1	0.0080
Phenylalanine metabolism	EC:1.4.3.2 - L-amino-acid oxidase	Na_16251	0.6	0.0447
	EC:4.1.1.28 - aromatic-L-amino-acid decarboxylase	Na_32067	2.1	0.0080
Biosynthesis of	EC:1.1.1.219 - dihydroflavonol 4-reductase	Na_06408	2.1	0.0058
phenylpropanoid derivatives	EC:2.3.1.74 - chalcone synthase	Na_02855	2.1	0.0241
	EC:1.14.11.19 - leucocyanidin oxygenase	Na_12114	2.2	0.0019
**Carbohydrate metabolism**				
Starch and sucrose	EC:2.4.1.21 - starch synthase	Na_41693	0.3	0.0223
metabolism	EC:2.7.1.4 - fructokinase	Na_26865	0.5	0.0226
	EC:2.4.1.15 - alpha,alpha-trehalose-phosphate synthase (UDP-forming)	Na_27299	0.5	0.0266
	EC:3.1.3.12 - trehalose-phosphatase	Na_27299	0.5	0.0266
Cell wall biosynthesis	EC:2.4.1.12 - cellulose synthase (UDP-forming)	Na_10287	1.9	0.0147
	EC:2.4.1.12 - cellulose synthase (UDP-forming)	Na_28221	2.0	0.0260
**Lipid metabolism**				
Glycerophospholipid metabolism	EC:2.1.1.103 - phosphoethanolamine N-methyltransferase	Na_18104	1.9	0.0299
	EC:3.1.4.46 - glycerophosphodiester phosphodiesterase	Na_34149	2.4	0.0117
Fatty acid biosynthesis	EC:2.3.1.86 - fatty-acyl-CoA synthase	Na_20395	1.9	0.0351

* FC: fold-change (ir-*hd20 vs.* WT).

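Among the 107 genes of Additional file 5 with a GO process term, a term with the words regulation, transcription or signal was found for 25, of which 22 were lower and 3 higher in ir-*hd20*. Their probes were well above background on all 6 arrays for 4 genes and on no array for 11. In limma, 20 of the 25 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05.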

GO categorization also showed that 20% of the genes affected in their expression were involved in regulatory processes (Figure 5b, bars labeled with “R”). Among these genes, the most prevalent group was associated to the regulation of gene expression and it included two WRKY transcription factors and two chromatin-remodeling factors (Table 2). 

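Of these genes, 10 are transcription or chromatin factors of Table 2. A first WRKY factor (Na_30800) was well above background on 1 WT array and no ir-*hd20* array and was at least 1.02-fold lower in ir-*hd20*. The other (Na_36997) was well above background on 3 WT arrays and 1 ir-*hd20* array, with a log2 fold change of −1.29 (standard error 0.54), and its groups overlapped. A chromatin remodeling subunit (Na_16219) was measured on 2 WT arrays only and was at least 1.22-fold lower, and the same was the case for a GBF-interacting factor (Na_05287), at least 1.24-fold lower. An RNA polymerase sigma factor (Na_13263), measured on 3 WT and 2 ir-*hd20* arrays, had a log2 fold change of −0.88 (standard error 0.32). The probes of a histone acetyltransferase component (Na_15638), a SIN3-like protein (Na_13033), an RWP-RK protein (Na_20983) and a further transcription factor (Na_31163) were not well above background on any array. A GRAS transcription factor (Na_40201) was higher in ir-*hd20*, with a log2 fold change of 2.23 (standard error 0.46, adjusted p = 1.00 from limma), and it was measured on 1 WT array and all 3 ir-*hd20* arrays.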

The expression of several genes with protein kinase activity (including receptors such as ETR1) was also affected (Table 2). 

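A ser/thr protein phosphatase (Na_21633) was well above background on 3 WT and 2 ir-*hd20* arrays, and its log2 fold change was −1.80 (standard error 0.35, adjusted p = 0.884 from limma). The TCTR2 kinase (Na_36065) was measured on all WT arrays and no ir-*hd20* array and was at least 1.37-fold lower. The probe listed for *ETR1* (Na_24848) was not well above background on any array, and neither were those of an S-locus lectin kinase (Na_14354) and an LRR receptor-like kinase (Na_29192). Over the whole of Additional file 5, 15 genes had a function term with the word kinase, 13 lower and 2 higher, of which 8 were well above background on no array.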

Among the down-regulated receptor proteins was *CORONATINE INSENSITIVE 1* (*COI1*), previously associated with developmental processes in flowers [30-32].

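*COI1* (Na_04958) was the 1 gene of Table 2 with a signal well above background on all 6 arrays. It is spotted 10 times on the array. Averaged over these spots, its log2 signal was −4.32 ± 0.25 in WT and −4.94 ± 0.49 in ir-*hd20* (SD, n = 3), and the ratio of the mean signals was 0.664. The log2 fold change was −0.63 (standard error 0.33, adjusted p = 1.00 from limma). The groups did not overlap (two-sided exact permutation test, p = 0.1), with a gap of 0.02 on the log2 scale. Taken singly, the spots gave ratios from 0.526 to 0.779, and 2 of the 10 lay past the lower fold limit.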

**Table 2:** List of selected genes involved in regulatory processes

**Gene description**	FC*	**q-value**	**Gene ID**
**Gene expression**			
GBF S pro-rich region-interacting factor 1	0.3	0.0030	Na_05287
WRKY transcription factor	0.3	0.0120	Na_30800
Fungal-specific transcription factor domain protein	0.4	0.0140	Na_31163
Histone acetyltransferase complex component	0.4	0.0009	Na_15638
RWP-RK domain-containing protein	0.5	0.0479	Na_20983
Chromatin remodeling complex subunit	0.5	0.0395	Na_16219
WRKY transcription factor 29	0.5	0.0420	Na_36997
RNA polymerase sigma factor	0.6	0.0222	Na_13263
Paired amphipathic helix protein SIN3-like 2	0.6	0.0415	Na_13033
GRAS transcription factor	4.8	0.0360	Na_40201
**Protein kinases and phosphatases**			
Casein kinase	0.1	0.0051	Na_35212
Ser-Thr protein phosphatase	0.3	0.0158	Na_21633
Protein phosphatase 2 C	0.6	0.0436	Na_30444
TCTR2 protein kinase	0.4	0.0121	Na_36065
**Receptor activity**			
Ethylene receptor 1 (ETR1)	0.4	0.0144	Na_24848
S-locus lectin protein kinase	0.5	0.0147	Na_14354
Coronatine insensitive 1 (COI1)	0.6	0.0283	Na_04958
LRR receptor-like kinase	0.6	0.0388	Na_29192
**Other regulatory activities**			
circadian clock-associated FKF1	0.3	0.0002	Na_17932

* FC: fold-change (ir-*hd20 vs.* WT).

To further assess the changes in gene expression in corollas of ir-*hd20* plants, the kinetics of expression of a selected group of genes identified by microarray analysis were evaluated by qPCR during the time of corolla opening (Figure 6a). 

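Additional file 5 lists *SAMT/BAMT* for 3 probes, which were well above background on all 6 arrays. Their log2 fold changes in ir-*hd20* against WT were 1.11 (Na_27963, standard error 0.36), 1.13 (Na_33571, standard error 0.28) and 1.16 (Na_01535, standard error 0.31), each with an adjusted p of 1.00 from limma. The groups overlapped for Na_27963 (two-sided exact permutation test, p = 0.2) and did not for the other 2 (p = 0.1 for each by the exact permutation test). After the normexp correction with 75th percentile scaling all 3 passed adjustment, with adjusted p-values of 0.0317, 0.00135 and 0.00191, which are the lowest of a range that reached 1.00 for each over the alternatives. The sequence of Na_01535 ends in AATGTCATCATCTCCAT, with which Na_33571 begins. These 2 probes therefore probably read the same transcript, and their likeness is not separate evidence.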

Three of the selected genes are involved in aromatic compound metabolism, namely *Chalcone Synthase 1* (*CHAL1*), *S-adenosyl-L-methionine:Benzoic acid/Salicylic acid Carboxyl Methyltransferase* (*SAMT/BAMT*) and *Dihydroflavonol 4-Reductase* (*DFR*)(Table 1). *CHAL1* has been previously associated with BA production in *N. attenuata* plants [2]. The accumulation of these three transcripts was induced in corollas of WT plants during the time of corolla opening to reach maximum levels between 4 and 8 pm (Figure 6b,c,d). Consistent with the microarray data, the levels of *CHAL1SAMT/BAMT* and *DFR* mRNAs were increased in corollas of ir-*hd20* plants compared to WT (Figure 6b,c,d; univariate ANOVA, *F*_*2,8*_ and *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT).

**Figure 6:**
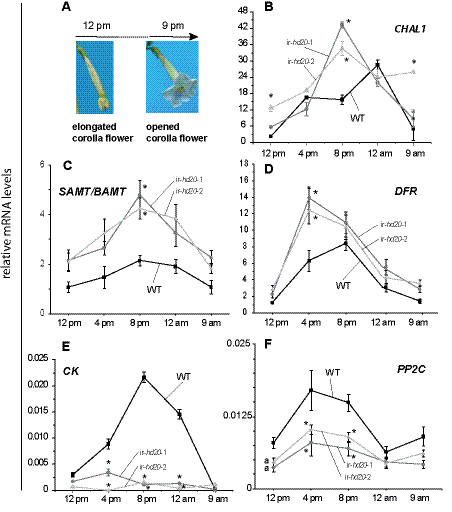
**Analysis of gene expression during corolla opening by qPCR.** Total RNA was extracted from isolated corollas of ir-*hd20* and WT plants at different times during corolla opening. Total RNA was reversed transcribed and the mRNA levels for the different genes were quantified by qPCR. Transcript levels are expressed as relative units to the levels of the reference *EF1A* mRNA as calculated by the ΔCT method. Asterisks denote significant differences; univariate ANOVA *F*_*2,8*_ and *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT; *n* = 3; bars denote ± SE. **(A)** Schematic representation of corolla opening. **(B)***CHAL1* mRNA levels. **(C)***SAMT/BAMT* mRNA levels. **(D)***DFR* mRNA levels. **(E)***CK* mRNA levels. **(F)***PP2C* mRNA levels.

The expression of two regulatory genes was also analyzed, namely *Casein Kinase* (*CK*; the most strongly down-regulated gene; Additional file 5 and Table 2) and *Protein Phosphatase 2 C* (*PP2C*). 

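On the arrays the probe of *CK* (Na_35212) was well above background on 2 WT arrays and on no ir-*hd20* array. Its log2 signal relative to the 75th percentile was −8.39, −5.19 and −5.27 on the 3 WT arrays and −8.33, −8.82 and −8.65 on the ir-*hd20* arrays, so that the lowest WT array lay within the range of ir-*hd20* (two-sided exact permutation test, p = 0.2). *CK* was at least 1.02-fold lower in ir-*hd20* (adjusted p = 1.00 from limma). The ratio of the mean signals was 0.139, which rests on signals near background in ir-*hd20*. The probe of *PP2C* (Na_30444) was not well above background on any array, so no fold is given. The sign of its log2 difference changed from −0.83 to 0.0035 after a normexp correction with quantile normalization, whose offset shrinks the log ratios of dim probes.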

The expression of *CK* was induced several fold during corolla opening in WT plants and reached a maximum at 8 pm (Figure 6e). In contrast, in corollas of ir-*hd20* plants, the levels of this transcript remained largely non-induced (Figure 6e; univariate ANOVA, *F*_*2,8*_ and *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT). Finally, the levels of *PP2C* mRNA were induced by 2-fold during corolla opening in WT plants and the levels remained approximately 2-fold lower in corollas of ir-*hd20* plants (Figure 6f; univariate ANOVA, *F*_*2,8*_ and *P* < 0.05 followed by a LSD *post-hoc* test *P* < 0.05 for both lines versus WT).

## Discussion

### Changes in ABA levels in opening corollas are associated with BA emission

The expression of *HD20* in flowers and corollas was consistent with the participation of this transcription factor in the process of BA emission. The levels of *HD20* mRNA were highest in corollas and they increased during the time of corolla opening (Figure 1). The timing of induction correlated with the timing of BA emission which starts in the afternoon and peaks between 9 and 10 pm (Figure 3b). Several HD-Zip type-I transcription factors in different plants species are either highly expressed in flowers or have been associated with mechanisms regulating organ development. For example, LeHB-1 from tomato (*Solanum lycopersicum*) regulates floral organogenesis [24] and the Arabidopsis *HB12HB7HB6* and *HB1* are highly expressed in flowers [19,20]. Based on phylogenetic analysis, the Arabidopsis *HB12* and *HB7* genes group together with *HD20* in subgroup Ic [27,33].

Consistent with our previous study in which the expression of *HD20* was reduced by VIGS in *N. attenuata* plants [27], plants with stably reduced expression of *HD20* were also reduced in the levels of BA released from corollas (Figure 3). Analysis of BA emission during the first and second nights showed that flowers from ir-*hd20* plants produced less BA with no delay in its emission (Figure 3a). Moreover, analysis of the dynamics of BA emission showed that corollas of ir-*hd20* plants released significantly smaller BA amounts after 8 pm, indicating that reduced *HD20* expression affected primarily the late phase of BA emission (Figure 3b).

In WT plants, *HD20* mRNA levels were detected throughout the time of corolla opening (*i.e.* from 12 pm to 12 am) and peaked at 8 pm (Figure 1b). ABA levels increased in corollas of WT plants from 12 pm to 4 pm and decrease from 8 pm to 9 am (Figure 4a). In corollas of ir-*hd20* plants, this fluctuation in ABA levels was not observed (Figure 4a) however when ABA levels in corollas were reduced by salt stress treatment, the emission of BA was recovered to WT levels (Figure 4b). Moreover, feeding experiments with exogenous ABA decreased BA emission at the late phase of the process (*i.e.* after 10 pm; Figures 4c and d). Based on these observations, we concluded that there was a direct association between the decline of ABA levels in corolla and the late phase of BA emission. Thus, the results suggested that HD20 contributes partially to BA emission by directly or indirectly affecting ABA levels. How HD20 affects ABA levels in corollas is at present unknown. 

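The array carries 18 probes named after enzyme families with members in ABA synthesis (9-cis-epoxycarotenoid dioxygenases, aldehyde oxidases and molybdenum cofactor sulfurases). Most of the aldehyde oxidase probes are named after Arabidopsis aldehyde oxidase 2, and whether each acts in ABA synthesis was not tested. Of the 18, 11 were well above background on all 6 arrays, 7 of them lower and 4 higher in ir-*hd20*, with log2 fold changes from −0.47 to 0.34. The higher ones were all named after aldehyde oxidase 2, as were some of the lower. The dioxygenases among the 11 were all lower (Na_04604 −0.47, Na_06007 −0.39 and Na_03113 −0.24). In limma, 0 of the 18 had an adjusted p under 0.05 over all probes, 1 had an unadjusted p under 0.05, and the same number passed when adjusted over the set alone. This probe (Na_04604, named after the maize 9-cis-epoxycarotenoid dioxygenase 1), singled out after its values were seen, was lower in ir-*hd20*, with a log2 fold change of −0.47 (standard error 0.09, adjusted p = 0.884). The groups did not overlap (two-sided exact permutation test, p = 0.1), and the fold change lay between −0.50 and −0.44 with each array left out. No gene of Additional file 5 names ABA synthesis or abscisic acid in its description, GO terms or array name (0 of 274).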

Genome-wide gene expression analysis performed with corolla tissue harvested at 12 pm (6 h before the start of BA emission) did not detect genes involved in ABA biosynthesis as differentially expressed. At present, however, it is unknown how the corolla controls ABA levels, this could be the result of *de novo* biosynthesis, import from adjacent tissue, metabolism (*i.e.* turnover) or a combination of these processes. Although at 12 pm, 2-fold higher levels of ABA were detected in corollas of ir-*hd20* plants compared to WT (Figure 4a), only one gene homolog to *Zea mays* SnRK2 (known to be regulated by ABA [34]) was identified as differentially expressed (supplementary file 5). 

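The array carries 18 probes named after SnRK2 kinases. Of these, 14 were well above background on all 6 arrays, 6 lower and 8 higher in ir-*hd20*, with log2 fold changes from −0.41 to 0.36. In limma, 0 of the 18 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05, and none was called by SAM. None of the 18 is among the 274 genes of Additional file 5, and no description, GO term or array name in that list contains SnRK2, SNF1 or their other names on the array.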

Little is known about the regulation of gene expression by ABA in corollas and ABA is known to affect multiple cellular processes (*e.g.*, opening of ion channels, protein phosphorylation) in addition to gene expression [35]. Moreover, the direct target genes of HD20 are thus far unknown in *N. attenuata*. The mechanisms underlying the reduction in BA emission mediated by HD20 and ABA are probably very complex and additional experimentation will be required to disentangle this complexity.

### Changes in metabolic gene expression induced by HD20 are associated with BA emission

*Chalcone Synthase 1* (*CHAL1*) is so far the only gene that has been involved in the biosynthesis of BA in *N. attenuata* plants [2]. In other words, the biosynthesis pathway for this floral volatile is largely unknown. Chalcone synthases catalyze the first step of flavonoid biosynthesis using malonyl-coenzyme A (CoA) and 4-coumaroyl-CoA to produce naringenin chalcone [36]. 4-coumaroyl-CoA is supplied by the phenylpropanoid pathway which utilizes phenylalanine produced by the shikimate pathway in the plastid. Tyrosine and tryptophan are also produced by this biosynthesis pathway. Naringenin chalcone can be further modified to form flavonoids and dihydroflavonol 4-reductase (DFR) is the first committed enzyme of anthocyanin biosynthesis in the flavonoid pathway [36]. Benzoids are also derived from the phenylpropanoid or shikimate pathways and enzymes such as S-adenosyl-L-methionine:benzoic acid/Salicylic acid carboxyl methyltransferase (BAMT/SAMT) synthesize methyl esters (*e.g.*, methyl benzoate and methyl salicylate) which are constituents of floral scents of many plant species [1]. In *Petunia hybrida*, where benzenoids determine the floral scent, three transcription factors from the R2R3-type MYB family have been identified that regulate floral scent production. *ODORANT1* (*ODO1*), *EMISSION OF BENZENOIDS II* (*EOBII*) and *PhMYB4* affect the expression of several biosynthetic floral scent-related genes encoding enzymes from the phenylpropanoid and shikimate pathways [5,6,37].

The analysis of changes in gene expression in opening corollas of ir-*hd20* plants showed that the most prevalent group of genes with altered expression corresponded to those involved in aromatic compound metabolism and derivatives of the phenylpropanoid biosynthesis pathway. Importantly, no candidate genes involved in BA biosynthesis could be identified, however, as the genes involved in this process are largely unknown and a large fraction of the genes differentially expressed in corollas of ir-*hd20* are of undescribed function (supplementary file 5), it is plausible that among these genes some involved in BA biosynthesis are present.

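Of the 274 genes in Additional file 5, 87 (31.8%) are described as without a match, and 184 (67.2%) have no description of a function when hypothetical, predicted and unknown proteins are added. Of these 184, 147 were lower and 37 higher in ir-*hd20*. Their signal was well above background on all 6 arrays for 44. In limma, 143 of the 184 had an unadjusted p under 0.05.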

The induction of expression of genes involved in aromatic compound metabolism and derivatives of the phenylpropanoid biosynthesis pathway during corolla opening (*e.g.*, *CHAL1*, *SAMT/BAMT*, *DFR*) correlated positively with the emission of BA and with the turning of the corolla limb from green to white. Thus, these observations were consistent with the altered levels of BA production in ir-*hd20* plants and suggested that reduced emission of this floral volatile could be the result of altered gene expression in BA biosynthesis genes. Paradoxically, however, in addition to *CHAL1*, several other genes involved in different steps of aromatic compound biosynthesis or metabolism were up-regulated in corollas of ir-*hd20* plants (Table 1). Because several genes involved in carbohydrate metabolism were down-regulated in corollas of these plants (Table 1), one plausible explanation for the reduced levels of BA emission in ir-*hd20* plants is that reduced carbon fluxes through the shikimate and phenylpropanoid pathways limit BA production. If this is the case, the increased levels of chalcone synthase and other phenylpropanoid biosynthesis genes observed in ir-*hd20* plants may reflect a compensatory mechanism for reduced supply of carbon precursors. A detailed study of the metabolic fluxes of the shikimate and phenylpropanoid pathways in ir-*hd20* plants will be necessary to test this hypothesis in the future.

In addition to metabolic genes, multiple regulatory factors also showed altered expression in opening corollas of ir-*hd20* plants (Table 2). Among the genes in the group of protein kinases and phosphatases were *N. attenuata* homologues of casein kinase and PP2C (Table 2). Casein kinases (CKs) are ubiquitous Ser/Thr kinases that play critical roles in all higher organisms including plants. For example, the Arabidopsis CK2 plays important roles in light signaling, circadian rhythms, hormone responses, cell cycle control and flowering time [6,38,39]. The strong down-regulation of casein kinase suggests that this protein kinase may be important in regulating directly or indirectly BA emissions by HD20-dependent mechanisms. Interestingly, similar to HB12 and HB7 in Arabidopsis [33], the carboxyl terminus of HD20 presents three putative phosphorylation sites (data not shown), suggesting that phosphorylation/dephosphorylation mechanisms can be important for the regulation of its activity.

In connection with ABA signaling, a homologue of PP2C was down-regulated approximately two-fold in opening corollas of ir-*hd20* plants (Table 2 and Figure 6f). PPC2s such as ABI1 and ABI2 (Abscisic Acid Insensitive 1 and 2, respectively) are rapidly inactivated upon the binding of ABA to RCARs/PYR1/PYLs [5,40,41]. Inactivation of PP2Cs triggers the activation of SNF1-type kinases that initiate ABA-dependent responses such as the activation of gene expression and the regulation of ion channels [5,40,41]. As their names indicate, mutations in *ABI1* and *ABI2* genes make plants insensitive to ABA [42]. Functional *ABI1* and *ABI2* alleles are necessary for the induction of the Arabidopsis *HB12* and *HB7* by ABA [20]. Thus, in addition to the de-regulation of ABA levels in corollas of ir-*hd20* plants, sensitivity to this phytohormone could also be affected in corollas of these plants.

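The probe listed for *FKF1* (Na_17932) was not well above background on any of the 6 arrays, so no fold is given. Its groups did not overlap (two-sided exact permutation test, p = 0.1), and its adjusted p of 0.597 was the smallest of the 19 genes of Table 2 in limma.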

Other interesting genes with receptor activity that changed expression in opening corollas of ir-*hd20* compared to WT plants were *Ethylene receptor 1* (*ETR1*), *Coronatine insensitive 1* (*COI1*) and the circadian clock-associated *Flavin-binding Kelch repeat F-box 1* (*FKF1*) gene [43]. Ethylene and JA-Ile are important phytohormones for flower development. For example, plants deficient in the expression of *COI1* are sterile [31,32,44] and plants expressing a constitutively active allele of *ETR1* have delayed corolla senescence [45,46]. Although JA, JA-Ile and ethylene levels were not affected in corollas of ir-*hd20* plants, changes in the sensitivity to these phytohormones may also participate in the regulation of BA emission.

## Conclusion

In summary, from the results presented in this study it is clear that multiple metabolic pathways were affected when corollas were reduced in *HD20* expression, pointing to the importance of this HD-Zip transcription factor in the regulation of biochemical processes in this tissue. 

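Over the array data, 12 of the 14 genes of Table 1 and 18 of the 19 genes of Table 2 had an unadjusted p under 0.05 in limma. For Table 1 it was 6 without WT replicate 2 and 7 without ir-*hd20* replicate 1, and 6 with no scaling between arrays and 5 after the normexp correction with 75th percentile scaling. For Table 2 it was 11 after quantile normalization, 6 with no scaling, 5 after normexp with quantile normalization and 0 after normexp with 75th percentile scaling. The offset of the normexp correction shrinks the log ratios of dim genes, so these last counts do not test whether such genes changed. Adjusted over the list alone, 9 and 18 passed, but the study chose both lists on these samples, so this is not independent evidence. With adjustment over all probes, 0 of either table passed. The groups did not overlap for 11 genes of Table 1 and 16 of Table 2, where chance gives 10% for a gene not chosen on these arrays. Both genotypes were measured well above background on all arrays for 5 genes of Table 1 and 1 of Table 2, while 2 and 9 were not well above background on any array. From the study as a whole the paper concludes that several metabolic pathways in the corolla were affected. From the lower carbohydrate genes of Table 1 it proposes that a reduced carbon flow through the shikimate and phenylpropanoid pathways limits BA production.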

Importantly, reduced expression of *HD20* did not cause morphological and developmental changes in flowers, indicating that the main function of this transcription factor in this organ relates to the regulation of metabolism rather than development. The mechanisms underlying the regulation of BA levels by HD20 are clearly complex and they most likely involve a complex network of factors and ABA signaling. As the sequences of the promoter regions of *N. attenuata* genes become available with the sequencing of this plant’s genome, the analysis of the presence of the universally conserved HD-Zip type I binding element (CAAT(A/T)ATTG)[14,15] in genes affected in their expression in ir-*hd20* plants will facilitate the discovery of direct target genes of HD20.

## Methods

### Plant growth and treatments

Seeds of *N. attenuata* plants were germinated on agar plates containing Gamborg's B5 medium as previously described [47]. Plates were maintained in a growth chamber (Snijders Scientific, Tilburg, Netherlands) at 26°C/16 h (155 μmol s^-1^ m^-2^ light), 24°C/8 h dark for 10 days. Ten-day old seedlings were transferred to TEKU pots (Pöppelmann GmbH & Co. KG, Lohne, Germany) with Klasmann plug soil (Klasmann-Deilmann GmbH, Geesten, Germany). After 10 days, seedlings were transferred to soil in 2 L pots and grown in the glasshouse under high-pressure sodium lamps (200-300 μmol s^−1^ m^−2^) with a day/night ratio of 16 h (26–28°C)/8 h (22–24°C) and 45–55% humidity. Plants were grown in pairs (one WT and one ir-*hd20* per 2-L pot).

For salt stress treatments, elongated *N. attenuata* plants were watered daily under a regime of: 2 days with an aqueous solution of 75 mM NaCl, 3 days with 150 mM NaCl and 4 days with 300 mM NaCl. The plants were left to soak the saline water for 1 h and the excess of liquid was removed from the trays. The saline water volume was 0.6 L per tray and 5 plant pots were placed per tray.

For exogenous ABA application, a solution of 1 μg mL^-1^ ABA in 0.02% (v/v) Tween-20/water was sprayed (1 mL per flower) on corollas at 8 pm with a perfume dispenser. The control solution was 0.02% (v/v) Tween-20/water. Flowers were immediately enclosed in volatile traps for BA analysis by GC-MS (see below). For pedicle feeding of ABA, individual clipped flowers were placed inside 1.7 mL microcentrifuge tubes (with their caps removed) containing 100 μL of either water or ABA (1 μg mL^-1^) dissolved in water. The microcentrifuge tubes carrying the flowers were placed inside glass scintillation vials and the vials were screw-capped. BA levels were determined with a zNOSE^TM^ (Electronic Sensor Technology, Newbury Park, CA) every 2 h (see below), from 6 pm to 4 am. These experiments were performed with 6 biological replicates per genotype.

### Generation of transgenic ir-*hd20* lines

Transgenic *N. attenuata* (ir-*hd20*) plants reduced in the expression of *HD20* were generated via elongated hypocotyl *Agrobacterium*-mediated transformation and seedling regeneration as previously described [47]. The binary vector used for plant transformation was pSOL8 [48] engineered to carry a 329 bp fragment of the *HD20* mRNA corresponding to nucleotides 529 to 857 (GenBank accession: HM107874) and subcloned in inverted repeat orientation to generate pSOL8HD20. T_1_ transformed plants were analyzed by quantification of ABA levels (see below) and *HD20* mRNA levels (see below) in leaves during water stress(*i.e.* by withholding irrigation for 5 days) and for T-DNA single insertion by Southern blot hybridization (see below). Segregation analysis of hygromycin resistance in T_2_ seedlings was performed on agar plates supplemented with hygromycin (0.025 mg mL^-1^). Two lines, ir-*hd20* A-09-408 (ir-*hd20* line 1) and A-09-411 (ir-*hd20* line 2) had the lowest levels of ABA and *HD20* mRNA accumulation at 5 days after withholding water and had a single T-DNA insertion in their genomes. These lines were used for all experiments. Southern blot analysis was performed as previously described [29].

### Analysis of phytohormones

For analysis of JA, JA-Ile, SA and ABA, 0.2 g of frozen tissue were homogenized to a fine powder in the presence of liquid nitrogen. One mL of ethylacetate spiked with 200 ng [²H_2_JA and 40 ng ^13^ C_6_JA-Ile, ^2^ H_6_ABA, ^2^ H_4_SA was added to the samples and after vortexing the samples were centrifuged for 15 min at 13,200 g (4°C). The upper organic phase was transferred into a fresh tube and the leaf material was re-extracted with 0.5 mL ethylacetate. The organic phases were pooled and evaporated to dryness. The dry residue was reconstituted in 0.4 mL of 70/30 (v/v) methanol/water for analysis with an LC-ESI-MS/MS instrument (Varian 1200 Triple-Quadrupole-LC-MS system; Varian, Palo Alto, CA). Ten μL of the sample were injected in a ProntoSIL® column (C18-ace-EPS, 50 x 2 mm, 5 μm, 120 Å, Bischoff, Leonberg, Germany) connected to a pre-column (C18, 4 x 2 mm, Phenomenex, Torrance, CA). As mobile phases 0.05% formic acid in water (solvent A) and methanol (solvent B) were used in a gradient mode with the following conditions: time/concentration (min/%) for B: 0.0/15; 2.5/15; 4.5/98; 10.5/98; 12.0/15; 15.0/15; time/flow (min/mL): 0.0/0.4; 1.5/0.2; 1.5/0.2; 10.5/0.4; 15.0/0.4. Compounds were detected in the ESI negative mode and multiple reaction monitoring (MRM) according to published parameters [49].

### Ethylene (ET) measurements

ET levels were analyzed by photoacoustic spectrometry (INVIVO; https://www.invivo-gmbh.de) as previously described [50]. Corollas were excised from antherectomized flowers at different times (Additional file 3) and immediately placed in 100 mL sealed-glass vessels (four corollas per vessel) for 4.5 h before ET quantification. Three biological replicates per time and per genotype were performed. Antherectomization was performed in the morning before pollen release to avoid the production of ET induced by fertilization.

### Quantification of benzyl acetone (BA) emission from flowers

Flower volatiles were collected by enclosing individual night flowers in plastic cups connected to Super-Q filter traps (ARS, Philadelphia, PA) under an air flow of 30 mL min^-1^. Volatiles were collected from 3 pm to 9 am. Filter traps were spiked with 400 ng of tetraline as an internal standard (IS) and eluted with 250 μL of dichloromethane. Volatile analysis was performed by GC-MS with a CP-4000 GC instrument (Varian, Palo Alto, CA) on a DB-5 column (Agilent, Waldbronn, Germany). BA was identified by comparing retention times and mass spectra with a commercial BA standard (Sigma, Taufkirchen, Germany). Peak areas were integrated and normalized to the area of the IS.

BA was also analyzed by the zNOSE^TM^ as previously described [51]. In this case, individual flowers were placed in scintillation vials and the vials were left capped. Every 2 h (starting at 6 pm; Figure 4d) the needle of the zNOSE^TM^ was introduced into the vials to determine BA levels in the headspace. The vials were immediately capped again. The intensity of the peak area corresponding to BA was used to quantify BA levels per flower.

### Analysis of gene expression by qPCR

Total RNA was extracted from different tissues by the TRIzol® reagent (Invitrogen) and DNase-I treated (Fermentas, St. Leon-Rot, Germany) according to commercial instructions. Five μg of total RNA were reverse transcribed using oligo(dT)18 and SuperScript reverse transcriptase II (Invitrogen) according to commercial instructions. Quantitative real-time PCR (qPCR) was performed with the Mx3005P Multiplex qPCR system (Stratagene, La Jolla, CA) and the qPCR Core kit for SYBR® Green I (Eurogentec, Liege, Belgium) using gene specific primers (Additional file 6). Quantification of *HD20* mRNA levels was performed by normalization with the Elongation Factor 1A (*EF1A*) mRNA according to the ΔCt method [52]. All the reactions were performed with at least three biological replicates.

### Microarray analysis

Corollas from ir-*hd20* and WT plants were collected at 12 pm (a total of three independent samples (biological replicates) were used per genotype and each sample was composed of three pooled corollas). Total RNA was extracted from corollas based on a previously described method [53] and its quality was checked by spectrophotometry (NanoDrop, Wilmington, DE). Genomic DNA was removed by DNAse treatment following commercial instructions (Turbo DNase; Ambion, Europe), RNA was cleaned up with RNeasy MinElute columns (Qiagen, Hilden, Germany) and the RNA quality was checked with the RNA 6000 n kit (Agilent, Santa Clara, CA) using an Agilent 2100 Bioanalyzer. Total RNA was used to generate labeled cRNA with the Quick Amp labeling kit (Agilent) and the yield was determined spectrophotometrically (NanoDrop). Labeled cRNA was hybridized using the gene expression hybridization kit (Agilent) following commercial instructions onto 44 K custom-designed 60-mer *N. attenuata* Agilent microarray containing 43,533 sequences (see accession numbers)[28,29]. Microarrays were hybridized overnight at 65°C and slides were washed with the Gene Expression Wash Buffer kit (Agilent) as outlined in the One-Color Microarray-Based Gene Expression Analysis manual (Agilent). Three biological replicates were used per treatment with a total of six arrays. Arrays were scanned with an Agilent G2565BA scanner and image data was acquired with the Agilent Scan Control software (version A.7.0.1 for the B scanner). Data was extracted using the Agilent Feature Extraction software (version 9.5) and analyzed with the SAM (Significance Analysis of Microarrays) software [54]. The q-values for each gene corresponded to a computed false discovery rate (FDR) of 5.2%. Significant changes in gene expression were considered when the fold change (FC; ir-*hd20* versus WT) were equal or greater than 1.9 or equal or smaller than 0.6 (with q-values lower than 0.048; according to the FDR value calculated by SAM). Gene Ontology (GO) and enzyme code (EC) classification and sequence analysis was performed with the Blast2GO software [55].

### Statistical analysis

Statistics were calculated using the SPSS software version 17.0. The data was subjected either to one-way analysis of variance (ANOVA; and means were compared by the lowest standard deviation (LSD) test) or to Student’s *t*-test as indicated in the text. The number of replicates (*n*) used in each experiment are detailed in the figure’s captions.

### Accession numbers

Sequence data from this article can be found under the following accession numbers: HD20 [GenBank:HM107874], CHAL1 [GenBank:EU503226], FDR [GenBank:JQ028693], PP2C [GenBank:JQ028694], SAMT/BAMT [GenBank: JQ028692], Agilent Chip platform [NCBI GEO:GPL13527], and microarray data [NCBI GEO: GSE33682].

## Authors' contributions

DAR, BR and GB carried out the experiments and analyzed the data. ITB and RLC participated in the design of the study and edited the manuscript. GB conceived of the study and participated in its design and coordination. DAR and GB drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Southern blot analysis of ir-*hd20* plants. Click here for file

Additional file 2 Morphological and developmental characterization of ir-*hd20* plants. Click here for file

Additional file 3 Quantification of phytohormone levels in corollas of ir-*hd20* and WT plants during corolla opening. Click here for file

Additional file 4 Analysis of phytohormones in whole flowers of ir-*hd20* and WT plants at different developmental stages. Click here for file

Additional file 5 List of genes changing expression in corollas of ir-*hd20* plants compared to WT plants. Click here for file

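Additional file 5 gives for each gene 3 WT and 3 ir-*hd20* values, the fold change FC and a q-value. FC is the ratio of the mean ir-*hd20* value to the mean WT value for all 274 genes (within 0.1%). For 272 of the genes all 6 values equal those of the table of normalized intensities that the authors deposited, within the same tolerance. In that table each array's processed signal is divided by the array's 75th percentile over all 45220 spots, control spots included. The first exception is Na_35212 (*CK*), for which the list gives 0.0253 on a WT array where the deposited value is 0.00304. The ratio of the mean deposited values of this gene is 0.138, against a listed FC of 0.0996, and the rank of *CK* as the lowest FC in the list rests on the listed value. The other exception is Na_04958 (*COI1*), for which all 6 listed values equal a single spot in place of the mean of its spots.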

Additional file 6 List of primers for qPCR analysis. Click here for file

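The primers of Additional file 6 amplify parts of the transcripts measured by qPCR and were set against the array probes of the same genes. The reverse primer of *CK*, CTACACAGAGATCCGAAGGAG, lies as its reverse complement within the probe Na_35212, which reads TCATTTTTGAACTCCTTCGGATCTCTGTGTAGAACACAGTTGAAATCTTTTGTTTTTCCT. The array probe and the qPCR product of this gene therefore overlap at the end marked by this primer.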

# Supplementary material for: RNAi-mediated silencing of the HD-Zip gene HD20 in Nicotiana attenuata affects benzyl acetone emission from corollas via ABA levels and the expression of metabolic genes
**Source:** BMC Plant Biol. 2012 May 1;12:60. doi: 10.1186/1471-2229-12-60
**Supplement:** Additional file 1 — Southern blot analysis of ir-hd20 plants.

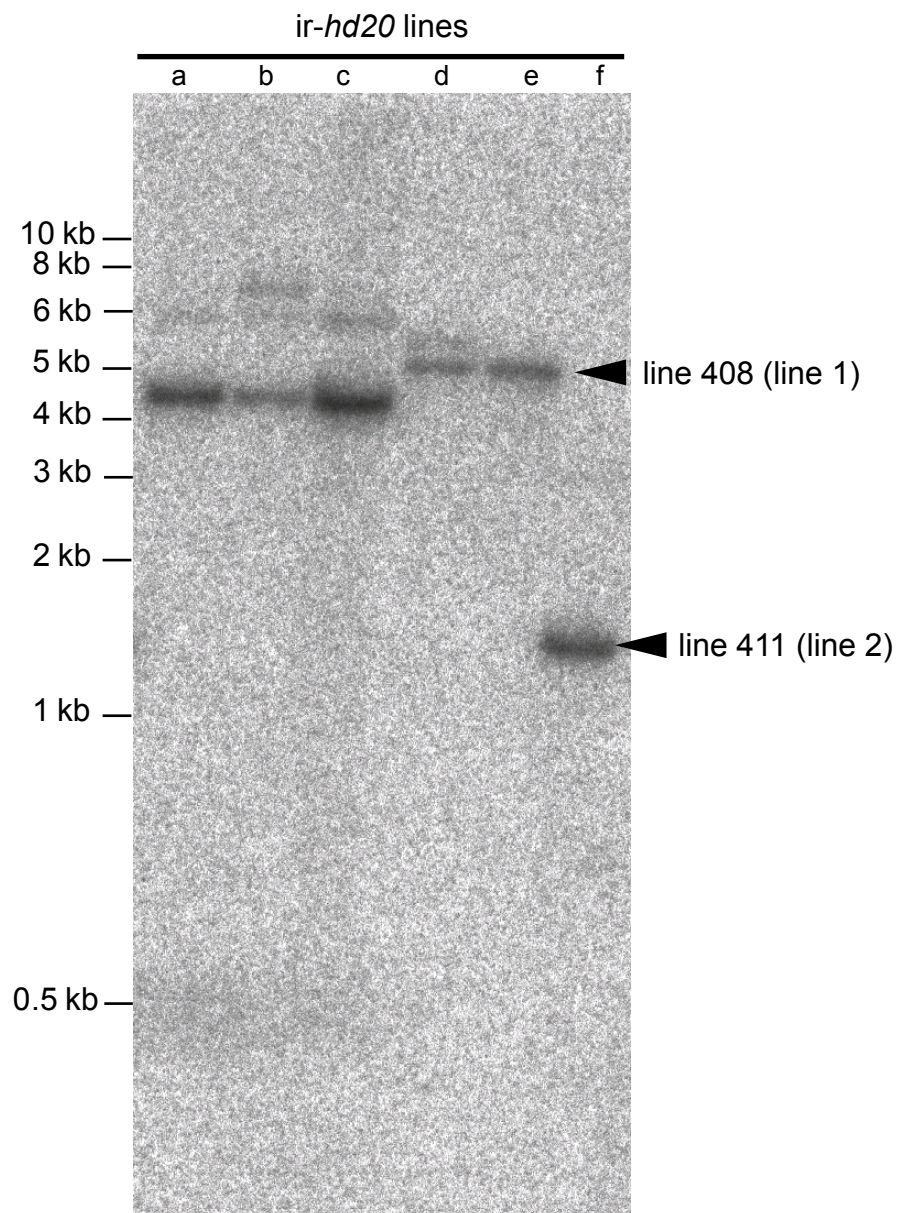

**Figure S1. Southern blot analysis of *ir-hd20* plants.**

Genomic DNA from six independent *ir-hd20* lines (a to f) and WT (not shown) was digested with EcoRV and resolved by agarose gel electrophoresis. A  $^{32}\text{P}$ -labeled PCR product corresponding to the hygromycin resistance gene (*nptII*) was used as a probe. The arrow heads point to individual T-DNA insertions in the lines 408 (*ir-hd20-1*) and 411 (*ir-hd20-2*) used in this study.

# Supplementary material for: RNAi-mediated silencing of the HD-Zip gene HD20 in Nicotiana attenuata affects benzyl acetone emission from corollas via ABA levels and the expression of metabolic genes
**Source:** BMC Plant Biol. 2012 May 1;12:60. doi: 10.1186/1471-2229-12-60
**Supplement:** Additional file 3 — Quantification of phytohormone levels in corollas of ir-hd20 and WT plants during corolla opening.

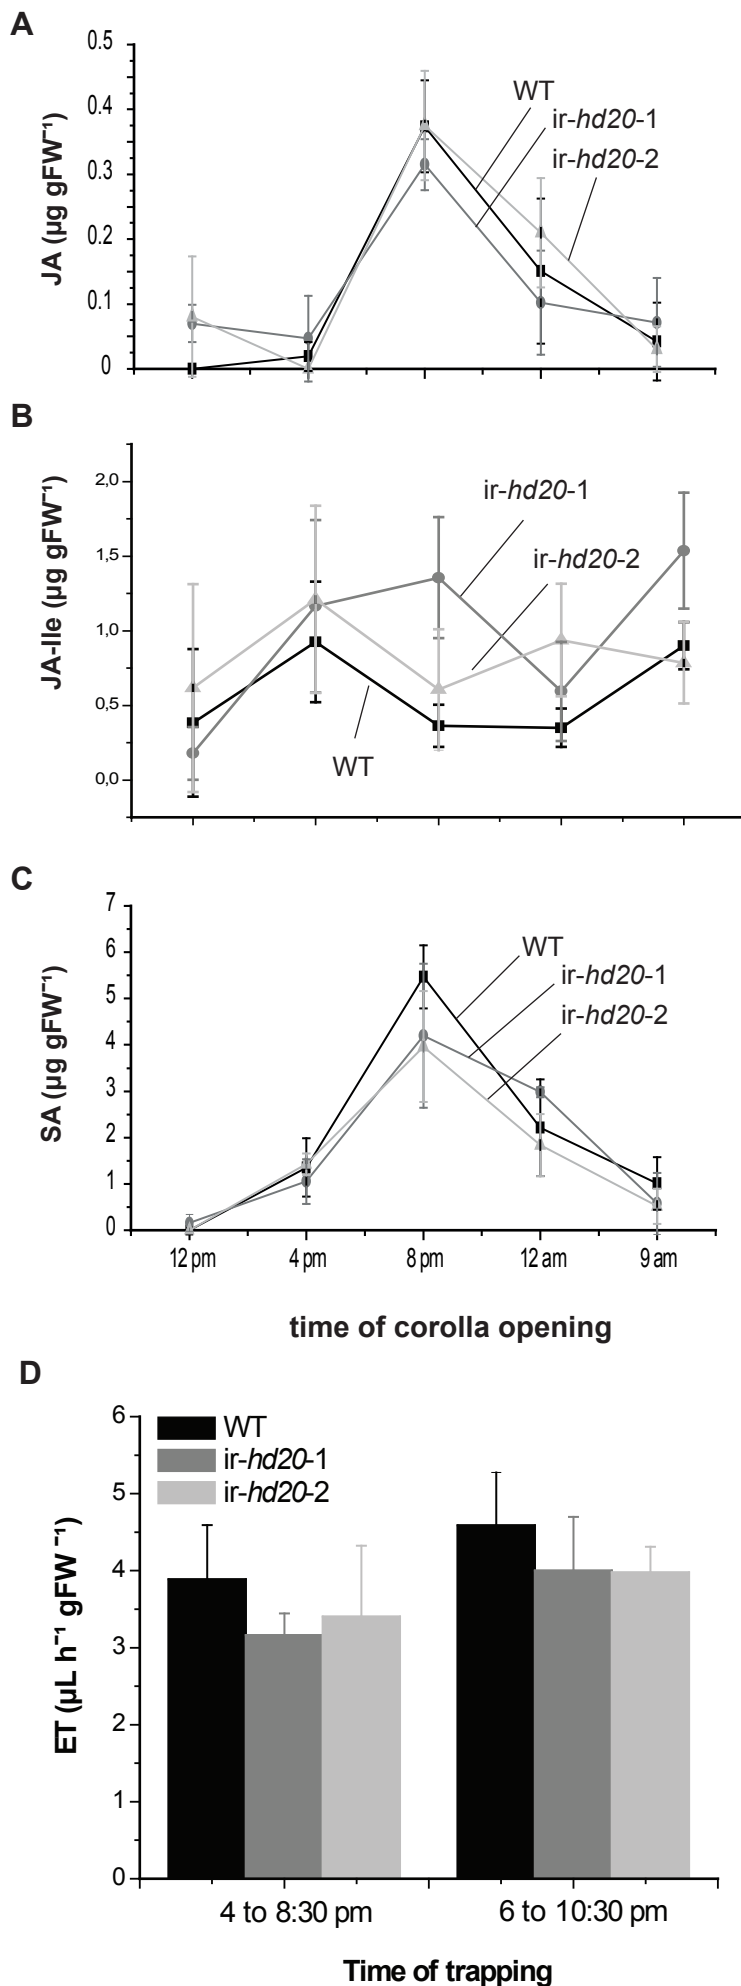

**Figure S3. Quantification of phytohormone levels in corollas of *ir-hd20* and WT plants during corolla opening.**

Phytohormones were extracted from isolated corollas at different times of corolla opening and analyzed by LC-MS/MS. **(A)** JA levels. **(B)** JA-Ile levels. **(C)** SA levels. (n=4; bars denote  $\pm$  SE). **(D)** Isolated corollas from emasculated *ir-hd20* and WT flowers were collected at 4 and 6 pm and placed in 100 mL glass containers for 4.5 h for quantification of ethylene levels as described in the Materials and Methods section (four corollas were pooled per sample and a total of four samples per genotype were used).

# Supplementary material for: RNAi-mediated silencing of the HD-Zip gene HD20 in Nicotiana attenuata affects benzyl acetone emission from corollas via ABA levels and the expression of metabolic genes
**Source:** BMC Plant Biol. 2012 May 1;12:60. doi: 10.1186/1471-2229-12-60
**Supplement:** Additional file 4 — Analysis of phytohormones in whole flowers of ir-hd20 and WT plants at different developmental stages.

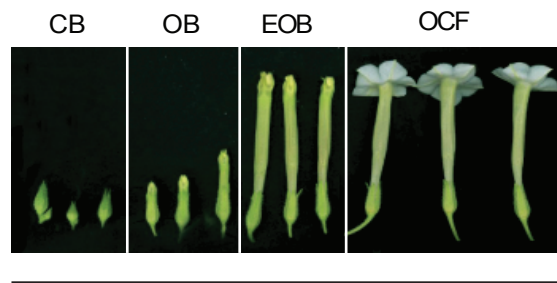

flower developmental stages

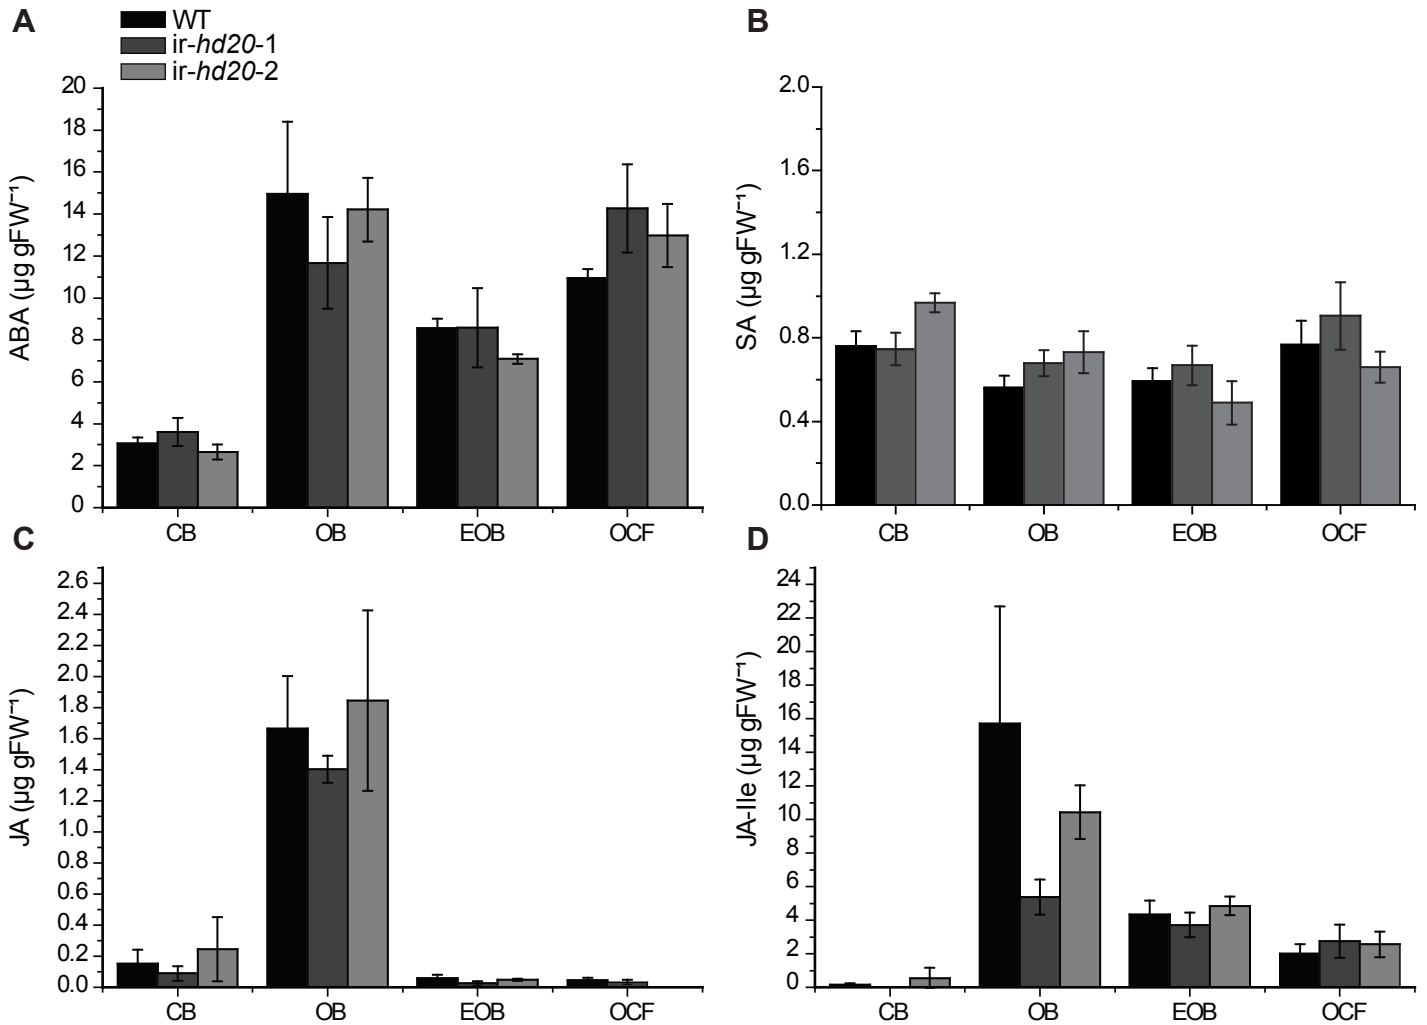

**Figure S4. Analysis of phytohormones in whole flowers of *ir-hd20* and WT plants at different developmental stages.**

Phytohormones were extracted from whole flowers at different developmental stages and quantified by LC-MS/MS as described in the Materials and Methods section ( $n=4$ ; bars denote  $\pm$  SE). **(A)** ABA levels. **(B)** SA levels. **(C)** JA levels. **(D)** JA-Ile levels. Closed buds (CB), opened buds (OB), elongating opened buds (EOB), opened corolla flowers (OCF).

# Supplementary material for: RNAi-mediated silencing of the HD-Zip gene HD20 in Nicotiana attenuata affects benzyl acetone emission from corollas via ABA levels and the expression of metabolic genes
**Source:** BMC Plant Biol. 2012 May 1;12:60. doi: 10.1186/1471-2229-12-60
**Supplement:** Additional file 6 — List of primers for qPCR analysis.

**Additional file 6****List of primers for qPCR analysis**

| <b>Primer name</b> | <b>Sequence 5'&gt;3'</b>  |
|--------------------|---------------------------|
| Na-HD20 Fw         | CCGAGAAAGAAGGTGGACAGTATTG |
| Na-HD20 Rv         | AGCCGAATAATCAGCCTTTATGC   |
| Na-Chal1 Fw        | TCATTTGGATAGTATGGTCGGG    |
| Na-Chal1 Rv        | ACCGTTGATAGCGCCATCGC      |
| Na-CK Fw           | TTCTCTGTTACCTGCTTCAACC    |
| Na-CK Rv           | CTACACAGAGATCCGAAGGAG     |
| Na-SAMT/BAMT Fw    | AAGCAATGGCCAAAAGCAGTCGC   |
| Na-SAMT/BAMT Rv    | TTCGTAGAACGCCGGCAACGAC    |
| Na-DFR Fw          | GGCAGCGCCAACGGTTTGC       |
| Na-DFR Rv          | TCAAGTCCGCTTTCCACAGCGTC   |
| Na-PP2C Fw         | TCCCGTCGGCCACTTACCTCC     |
| Na-PP2C Rv         | CATGGTTGCTCGCCATCCTTGC    |

How the deposited data were processed for this re-analysis (not part of the article)

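Transcript levels in corollas of WT and ir-*hd20* plants were read from 6 single-colour arrays with 60-mer probes, 3 per genotype, each hybridized with the cRNA of 3 pooled corollas harvested at 12 pm, 6 h before BA emission starts. The grouping by genotype and the replicate numbers were taken from the sample labels. The labels and the methods do not name which ir-*hd20* line the arrays came from. The growth conditions given with the labels name another silenced line, ir-*lecRK1*, which the paper does not study, and the genotype was taken from the other labels. No other experiment of the article was analysed here.

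The authors scanned the arrays and extracted the spot intensities with Feature Extraction 9.5, which subtracts the background, removes spatial trends within the array and replaces the signal of spots near background by a small positive value. These deposited intensities were not scaled between arrays. The authors also deposited a table of normalized intensities, in which each column equals the processed signal of 1 array divided by that array's 75th percentile over all 45220 spots (6 of 6 columns, within 0.1%). This table was used as an alternative. For 5 of its 6 columns the best match is an array that carries another replicate number of the same genotype, so the replicate numbers differ between the 2 kinds of file, while the genotype of every column is as labelled. Replicate numbers in the text are those of the scanner output.

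From the scanner output, outlier-marked spots were left out (25 probes had a value missing on at least 1 array), the spots of each probe were averaged, log2 was taken and each array's 75th percentile over the 43533 non-control probes was subtracted. Saturated spots were kept. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit on genotype, eBayes with a trend of variance on signal, Benjamini-Hochberg adjustment over all probes, adjusted p under 0.05). The paper's fold limits, at most 0.6 or at least 1.9, were applied to the ratio of the group means on the linear scale. Exact permutation tests of single probes run over 20 regroupings and are two-sided. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

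A probe was taken as well above background where the extraction software marked it so, for repeated probes in at least 50% of their spots. The number of such probes ranged from 30638 to 33317 per array. The signal over background and the number of arrays limit the precision of every value given here, and with 3 arrays against 3 no exact test can give a p under 0.1.

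The main settings, the alternatives apart from 7, and the rule for the genes to be named were fixed before the data were examined. By that rule the text names every gene that the paper names in its text, in Tables 1 and 2 or by qPCR, any gene of Additional file 5 tied there to SnRK2 or ABA synthesis, and the 5 probes with the largest rise and the 5 with the largest fall among all others with an adjusted p under 0.05, a signal well above background on all 6 arrays and the same sign in each pair of replicate numbers. No other probe met this rule (0). Where another probe is named, it was singled out after its values had been seen. Gene names are those of the array design, of Tables 1 and 2 or of Additional file 5. The table of gene symbols at hand pairs none of the array's identifiers with a gene and was not used.

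For the arrays the methods name SAM but not its form, so it was written anew in an unpaired form with 20 relabellings and a paired form with 8 sign flips. The alternatives were quantile and median scaling, no scaling between arrays, a normexp background correction (offset 50) with 75th percentile or quantile normalization, the authors' table, filters on dim probes, a floor on dim values, other variance models and array weights, both forms of SAM, the methods' t-test (named in their general section on statistics) and its paired form, blocks by replicate number and by slide, outlier spots kept, and each array left out in turn.

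Each test was tested on simulated data for the comparison of ir-*hd20* with WT, with 43508 probes of which 200 were changed by 2 on the log2 scale. At 5% after adjustment limma recovered 62.5% of the changed probes with 6 false calls, and with the replicate number as a block 19.0% with 1. Unpaired SAM recovered 57.5% with 9 false calls, paired SAM 0, the methods' t-test 23.5% with 6, and its paired form 0. The simulated change is larger than the paper's fold limits, and the errors were drawn independently. These rates therefore do not give the power to find changes near those limits. For gene sets, a simulated shift of 0.5 in 40 probes gave a p of 0.00015 with limma's fry, and 4 of 100 unshifted sets had a p under 0.05.

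Sets of probes named after enzymes or receptors of 9 families (flavonoid, phenylpropanoid, ABA synthesis, ABA 8'-hydroxylase, SnRK2, sucrose and starch, casein kinase, ethylene receptor and HD-Zip subgroup Ic) were tested with fry over the probes well above background on all arrays of at least 1 genotype, with the genes of Additional file 5 left out. The sets of ABA synthesis, ABA 8'-hydroxylase, SnRK2 and HD-Zip Ic were drawn up after values of their members had been seen, and the other 5 when only values of genes in Tables 1 and 2 had been seen. GO categories were counted from the terms listed in Additional file 5 by words in them.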

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

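The tests chosen only after the data had been seen are those by the replicate numbers of the authors' table (block, paired test and SAM), the scan day as a block and both t-tests on the authors' table (7 alternatives), and the tests of the higher calls of the slide fit. Besides these alternatives, the 27 set beforehand were run. Among the named genes, 899 comparisons with the latter and 234 with the former kept the direction and the side of the threshold, 8 passed adjustment only under the alternative and 2 changed sign. The log2 fold change of *HD20* was negative under every alternative and lay between −1.12 and −0.70 with each array left out in turn.

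Quantile normalization gave a share of lower calls of 57.1%, against 81.6% in the main setting, and 11 genes of Table 2 with unadjusted p below 0.05, against 18. With median scaling the share was 78.0%. With no scaling between arrays, 676 probes had an unadjusted p under 0.05 and 6 had an adjusted p under 0.05, all past the fold limits, against 0 (none was in Additional file 5), the share of lower calls reversed to 44.1%, and the genes of Table 1 with unadjusted p below 0.05 were 6, against 12, as were those of Table 2. The cause was not tested.

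After the normexp correction with 75th percentile scaling, 55 probes had an adjusted p under 0.05, 36 of them past the fold limits, and 25 genes of Additional file 5 passed. Of the 55 probes, 53 were well above background on all 6 arrays and 5 were also called under any other alternative. The probes past the unadjusted p and fold limits fell from 658 to 252, and the share of lower ones reversed to 12.7%. The genes of Table 1 with unadjusted p below 0.05 were 5, and the genes of Table 2 with unadjusted p below 0.05 were 0 in limma. The named probes that passed adjustment only here were Na_32067, *DFR*, *CHAL1*, Na_12114, Na_27963, and Na_33571 and Na_01535, whose sequences overlap. The log2 fold change of Na_20395 changed sign to −0.026. After normexp with quantile normalization, 39 probes were past the unadjusted p and fold limits, 56.4% of them lower, 5 genes of Table 2 had an unadjusted p under 0.05, and the log2 fold change of Na_30444 changed sign to 0.0035. The offset of 50 pulls the log ratios of dim probes towards 0, as for Na_24848, from −1.44 in the main setting to −0.18 after normexp with 75th percentile scaling. Lost calls among dim probes are thus no test of their change. Other causes were not tested. Neither Na_20395 nor Na_30444 was well above background on any array.

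Restricting the test to the 31205 probes well above background on all arrays of at least 1 genotype left 285 probes past the unadjusted p and fold limits (76.5% lower), 128 of the 274 listed genes, all in the paper's direction, and 5 genes of Table 2. Restricting it to the 29558 probes well above background on all 6 arrays left 151 (66.9% lower), 70 of the listed genes, all in the paper's direction, 5 genes of Table 1 and 0 of Table 2 in limma. These lower counts follow from which probes the filters removed, and not only from how many. Of all probes 67.9% were well above background on all 6 arrays, but of the 658 probes past the unadjusted p and fold limits in the main setting only 20.2%. What the signal limits is thus the dim part of the list, since 87 of the 274 listed genes were not well above background on any array. With a floor at the lowest signal well above background, 147 probes were past the limits (74.1% lower), with 7 genes of Table 1 and 3 of Table 2. Under the floor 10 of the named genes had equal values in both genotypes.

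With array weights, 8 probes had an adjusted p under 0.05, all past the fold limits and all in Additional file 5, 5459 had an unadjusted p under 0.05, against 1688 in the main setting, and 1138 were past the unadjusted p and fold limits (78.0% lower). Unpaired SAM called 3 probes, all past the fold limits and in Additional file 5. The methods' t-test called 0 after adjustment and gave 332 past the unadjusted p and fold limits, where limma gave 658. The same test on the authors' table gave 343. The cause was not tested.

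Neither set of replicate numbers is stated to pair the samples. In the paper each pot held 1 WT and 1 ir-*hd20* plant, but which samples shared pots is not stated. The correlation of deviations from the group means was 0.0495, 0.272 and −0.0662 for the arrays sharing a number in the scanner output, and 0.0495, 0.0342 and −0.151 for those sharing one in the authors' table. The latter share a slide or a scan day, and −0.151 speaks against such a shared effect as a reason to pair them. With the replicate block limma gave 0 adjusted calls, with 1575 probes at an unadjusted p under 0.05 and 741 past the unadjusted p and fold limits (81.1% lower). The replicate block with the filter on at least 1 genotype gave 294 (69.7% lower), 128 of the listed genes in the paper's direction, 7 genes of Table 1 and 4 of Table 2. By the numbers of the authors' table the block with this filter gave 290 (70.0% lower), 128 and 5 genes of Table 2. Without the filter the block by these numbers gave 687 probes past both limits (81.5% lower) and 0 adjusted calls. It found 252 listed genes past both limits and 264 at an unadjusted p under 0.05, against 211 and 218 in the main setting. The block by the scanner numbers gave 204 and 209. The study chose the list on these samples, so the rise does not decide whether the arrays were paired. Paired SAM by the scanner numbers called 1 probe, past the fold limits and in Additional file 5. The paired form of the methods' test gave 250 (84.4% lower), 6 genes of Table 1 and 10 of Table 2 by the scanner numbers, 239 and 10 of Table 2 by the other numbers, and 244 and 11 of Table 2 on the authors' table. A fit on the 2 slides that held both genotypes (4 arrays), with the slide as a block, gave 191 adjusted calls, all past the fold limits, of which 2 were lower and 189 higher in ir-*hd20*, 1 in Additional file 5 and 159 well above background on all 6 arrays. There the probes past the unadjusted p and fold limits were 1643, 58.4% of them lower, and Na_18104 passed adjustment. The slide as a random block and the scan day as a fixed block gave 0 adjusted calls in limma, with 1934 and 1637 probes at an unadjusted p under 0.05. Of the 189 higher calls of the slide fit, 23 are named after pollen genes and 0 were higher in ir-*hd20* on the 2 arrays it left out. The cause of the other differences was not tested, beyond the fewer genes or arrays that a filter or the slide fit leaves.

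With each array left out in turn, the probes with an adjusted p under 0.05 were 0 to 0 in limma, with the fold limits as without them and within Additional file 5, and the listed genes in the paper's direction were 274 to 274. The probes past the unadjusted p and fold limits were 546 to 1276, the highest without WT replicate 3, where 2854 probes had an unadjusted p under 0.05 (3094 without ir-*hd20* replicate 3). The share of lower calls was 69.1 to 85.2%. The genes of Table 1 with unadjusted p below 0.05 were 6 to 10, being 6 without WT replicate 2 and 7 without ir-*hd20* replicate 1, and the genes of Table 2 with unadjusted p below 0.05 were 12 to 15. Each such fit has fewer samples.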

Differences from the paper's values

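The tests by the replicate numbers of the authors' table and the look at the 2 arrays outside the slide fit, named here, were chosen only after the data had been seen.

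The paper's count of genes past its significance and fold limits is 215 lower and 59 higher in ir-*hd20* corollas. With limma's adjusted p under 0.05 and the same fold limits, 0 lower and 0 higher probes were found, with 537 lower and 121 higher at an unadjusted p under 0.05. None of the alternatives set before the data were examined reaches the paper's 215 and 59. The largest counts after adjustment were 22 lower and 14 higher after the normexp correction with 75th percentile scaling and 2 and 189 on the 4 arrays of the 2 slides that held both genotypes, where 0 of the 189 were higher in ir-*hd20* on the other 2 arrays. Of the 274 genes that the paper lists, the normexp correction calls 25, array weights 8, unpaired SAM 3, paired SAM by the scanner numbers 1 and the slide fit 1. At an unadjusted p and with the fold limits, limma finds 211 of them. Paired SAM by the numbers of the authors' table, chosen after seeing the values, finds 254 of them at an unadjusted p and with the fold limits, with 0 calls after adjustment.

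For the reduction of HD20 transcript in corollas (percent), the paper's values are 87 and 97 for its 2 ir-*hd20* lines, measured by qPCR. On the arrays, for which the line of each sample is not named, the reduction of *HD20* was 42.7%. Under the alternatives set before the data were examined, it was between 32.3% (normexp with quantile normalization) and 54.2% (without ir-*hd20* replicate 3). None of them comes within the paper's qPCR values. *HD20* is itself in Additional file 5, with a listed fold change of 0.571 on the same arrays. The paper's own array value is thus close to the one found here, and the difference lies between array and qPCR. The corollas of the qPCR were harvested at 5 pm and those of the arrays at 12 pm. The place of the array probe relative to the silenced fragment of *HD20* was not tested.

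The paper states that *CK* was the most strongly down-regulated gene. In the fold changes it lists, no gene is lower (0 of 274). For *CK* that listed fold change of 0.0996 includes a WT value which differs from the deposited one. In the ratios computed from the scanner output, 3 listed genes lie below the 0.139 of *CK*, namely Na_30015, Na_40048 and Na_26431. The signals in ir-*hd20* of *CK*, Na_30015 and Na_26431 were well above background on 0 arrays, so these ratios do not settle the order of the genes.

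The paper states that a homolog of SnRK2 was found among the genes that changed. In the descriptions, GO terms and array names of the 274 genes no such gene was found (0), and of the 18 probes named after SnRK2 kinases 0 had an adjusted or an unadjusted p under 0.05 in limma.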

Other observations

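The tests chosen only after the result was seen are the counts over other splits of the samples (except the one for the listed genes at an unadjusted p), the tests of probes near background, of the arrays sharing a number, of the *COI1* spot and of the q-values, the 3 tests on the probes high on a single array and the 2 on the higher calls of the fit on 2 slides. The other 2 filters on dim probes used below for the share of lower calls were also chosen after the result was seen. For the 2 explanations that involve dim probes and for the q-values, the limits set for the test are no longer used to decide, a choice made with the results known.

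The 6 arrays can be split into 3 and 3 in 10 ways, so chance cannot be excluded for any of the following counts, since the share of splits cannot fall under 0.1. The real split gave 0 probes with an adjusted p under 0.05 in limma, with or without the fold limits, and 0 listed genes. Every count is at least 0, so the 10 of 10 splits that reach it were fixed in advance and test nothing. For the 658 probes past the unadjusted p and fold limits it was 8 of 10, with 487 to 1101 in the other 9 splits, and 4 of these had more than the 1688 probes at an unadjusted p under 0.05. A share of lower calls as large as 81.6% was found in 2 of 10. Only the real split (1 of 10) gave 218 of the listed genes, 12 genes of Table 1 and 18 genes of Table 2 at an unadjusted p under 0.05. The other splits gave at most 26, 4 and 1, on lists that the study chose by the real split. Of the splits that put both arrays of the first scan day on the same side, which number 4, the probes at an unadjusted p under 0.05 were 2779, 4064, 1606 and 609, and those past both limits 777, 1101, 749 and 487, respectively. With the scan day as a block the real split gave 557 lower and 114 higher probes past these limits. The splits that kept the arrays of each slide together gave 764 and 754 probes past both limits.

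In the main setting more probes were lower than higher in ir-*hd20* among those past the unadjusted p and fold limits (81.6% lower). The share was 78.0% with median scaling, 57.1% after quantile normalization and 44.1% with no scaling. It was 12.7% and 56.4% after the normexp correction with 75th percentile scaling and with quantile normalization. The following counts use the main setting only. The fold limits are not at equal distances from 1 on the log2 scale. With the lower limit at 0.526 in place of 0.6, 412 lower and 121 higher probes remained past the limits (77.3% lower). A share of 60% or less was taken as what the limits alone would predict. The 77.3% argues against them as the only reason for the excess in the main setting. Among the probes well above background on all 6 arrays, 87 were lower and 46 higher (65.4%), and with the lower limit at 0.526 as well 31 were lower and 46 higher (40.3%). That filter removes genes which fell to background in 1 genotype, so it depends on the change itself. With a signal well above background on all arrays of at least 1 genotype, 188 were lower and 63 higher (74.9%), and with the lower limit at 0.526 as well 106 and 63 (62.7%). Among the 50% of probes with the highest mean over the 6 arrays, 33 were lower and 30 higher (52.4%), and 11 and 30 (26.8%) with that limit. The outcome thus depends on the filter. The part of dim probes in the excess of lower calls, alone or together with the unequal limits, stays open. So do the part of the scaling and background correction and a wider effect of the silencing on weakly expressed genes.

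Of the 658 probes past the unadjusted p and fold limits, 29.3% were not well above background on any array. In the other 9 splits this share was 19.7 to 46.3%, and in 6 of them it was as high as in the real split. Chance at background may therefore account for calls of this kind. A difference between the genotypes in single transcripts of this kind stays open.

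Some genes of a pathway listed in Table 1 could stand for a change in the whole pathway. Over the probes of the same families outside Additional file 5, limma's fry gave a p of 0.580 for the flavonoid set (68 probes, 31 of them higher, median log2 fold change −0.06, 33 higher after quantile normalization), 0.798 for the phenylpropanoid set (19 probes, 13 higher, none in Additional file 5) and 0.240 for the sucrose and starch set (69 probes, 34 higher, 36 after quantile normalization). As members of each set went both ways, a change in parts of these pathways stays open.

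The other sets gave fry p-values of 0.195 for ABA synthesis (11 probes), 0.998 for ABA 8'-hydroxylase (9), 0.980 for SnRK2 (14), 0.152 for casein kinase (36, of which 9 were higher), 0.0106 for the ethylene receptors (8) and 0.566 for HD-Zip subgroup Ic (5). Adjusted over the 9 sets none was under 0.05, the lowest being 0.0952 for the ethylene receptors. Of their 8 probes, 6 were higher in ir-*hd20* (7 with median scaling), with a median log2 fold change of 0.18. The adjusted p of this set was 0.0491 after quantile normalization and 0.383 with median scaling, and without the filter on dim probes the unadjusted fry p was 0.0590. Limma's camera, which presets the correlation between genes, gave 0.00176 for this set and 0.0318 with an estimated correlation. The ethylene receptor probe of Table 2, Na_24848, is lower in ir-*hd20* but not well above background on any array.

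The probes named after ABA 8'-hydroxylases, which degrade ABA, went in both directions. Singled out after their values were seen, Na_23608 and Na_13901 had log2 fold changes of 1.22 (standard error 0.34) and 0.81 (standard error 0.19), and Na_36421 had −0.71 (standard error 0.23). The groups of each did not overlap, where chance gives 10% for a probe, and the adjusted p was 1.00 for each in limma. Each kept its sign under the other scalings and background corrections, with the smallest changes after the normexp corrections (0.45, 0.60 and −0.39, respectively). Of the 12 probes of this family, 4 had an unadjusted p under 0.05 and 1 passed when adjusted over the set alone. The paper does not report on these genes.

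One ir-*hd20* array, replicate 1, stood apart. On it 318 probes were well above background and more than 2 on the log2 scale above all other arrays, and 158 of them were well above background on all 6 arrays. On each of the other 5 arrays 42 to 482 probes stood out in this way, of which 0 to 9 were well above background on all 6. The share of 49.7% argues against noise near background. The choice of the probes leaves the order of the other 5 arrays free. Over the 158 probes the median log2 signal was −2.64, −3.89 and −0.64 on the 3 WT arrays and 1.78, −2.85 and −1.33 on the 3 ir-*hd20* arrays. WT replicate 3 was above both other ir-*hd20* arrays for 92.4% of them, and *HD20* was about as low on ir-*hd20* replicate 2 (−2.81) as on replicate 1 (−2.87). This argues against silencing of *HD20* as the whole reason. The mean of the other 2 ir-*hd20* arrays was above the WT mean for 88.0% of the probes. This rests on ir-*hd20* replicate 3, which was above the WT mean for 90.5% of them, against 13.3% for replicate 2. A smaller part of the silencing stays open. Among the names of these probes were several of pollen genes. A list of names of pollen genes, among them allergens, polcalcins, pectate lyases and actin-depolymerizing factors, was then drawn up. Of its 63 probes, 58 were well above background on at least 1 array, and 35 of these (60.3%) were more than 1 on the log2 scale above all other arrays on this array, against 1 on WT replicate 2 and 0 on each of the other 4. Na_08661, named after an olive pollen allergen and the highest of them on this array, had log2 signals of 1.50, −0.17 and 4.04 on the WT arrays and 5.98, 1.01 and 3.08 on the ir-*hd20* arrays. Pollen or other anther tissue in some of the corolla samples, in unequal amounts, is a candidate explanation. It stays open because the list was drawn up after names of these probes had been seen, and 43 of the 58 probes were also well above background on all of the other 5 arrays. None of the 318 probes and none of the 63 is among the genes of Additional file 5 (0 and 0). Without this array limma gave 0 probes with an adjusted p under 0.05, 1195 at an unadjusted p under 0.05, and 405 lower and 141 higher past the unadjusted p and fold limits.

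The 189 higher calls of the fit on 2 slides overlap with this pattern. That fit keeps ir-*hd20* replicate 1 and leaves out WT replicate 3 and ir-*hd20* replicate 2. Of the 189 probes, 105 were among the 318, and 23 were on the list of names of pollen genes, which is 39.7% of its 58 measured probes. On the 2 arrays that the fit left out, ir-*hd20* was above WT for 0 of the 189 probes, with a median log2 difference of −2.89, whereas it was above WT for 55.1% of all probes well above background on all 6 arrays. This argues against silencing of *HD20* as the reason for these calls. Pollen or other anther tissue in unequal amounts stays open, as the list was drawn up after names had been seen.

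The 6 values that Additional file 5 lists for *COI1* (Na_04958) are those of a single spot. All 6 equal the second of the 10 spots of this probe within 0.1%, whose ratio of 0.570 is past the lower fold limit, while the mean over the spots gives 0.664. A likely source of the listed fold change of *COI1* is thus one of the 10 spots used in place of their mean.

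The q-values in Additional file 5 were set against the unadjusted p of a paired test on the listed values. Across the 274 genes, which are not independent replicates, Spearman's correlation was 0.763, and 0.326 with an unpaired test. Both run only over genes that were selected by these q-values, and the paired test is not SAM, so the correlations do not decide between the forms. At an unadjusted p under 0.05, 272 of the listed genes passed in paired SAM by the numbers of the authors' table, chosen after the values were seen, against 234 in unpaired SAM and 234 in paired SAM by the scanner numbers. How the q-values were computed stays open.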
